# miRNAs regulate acute transcriptional changes in broiler embryos in response to modification of incubation temperature

**DOI:** 10.1038/s41598-018-29316-7

**Published:** 2018-07-27

**Authors:** Watcharapong Naraballobh, Nares Trakooljul, Eduard Murani, Carsten Krischek, Sabine Janisch, Michael Wicke, Siriluck Ponsuksili, Klaus Wimmers

## Abstract

MicroRNAs are post-transcriptional regulators that play critical roles in diverse biological processes. We hypothesize that miRNAs may be involved in regulating transcriptome responses to changes in embryonic incubation temperature in chickens affecting differentiation and proliferation processes during tissue development. Therefore, we conducted comparative transcriptome profiling of miRNAs to examine altered expression in breast and hind muscle of embryos and day 35 chickens experiencing high (38.8 °C), control (37.8 °C), or low (36.8 °C) embryonic incubation temperature during embryonic day (ED) 7–10 or ED10–13. The results revealed differential expression of miRNAs due to modification of embryonic incubation temperature in a muscle type-specific and a developmental stage-specific manner. The immediate effects of thermal change observed in embryos were substantial compared to the subtle long-term effects in chickens at day 35 post-hatch. Upregulation of miR-133 in breast muscle and downregulation of miR-199a-5p, miR-1915, and miR-638 in hind muscle post ED7–10 high-temperature treatment are functionally associated with myogenesis and body size. ED10–13 low-temperature treatment led to downregulation of let-7, miR-93, and miR-130c that are related to proliferation and differentiation. The results provide insight into the dynamics of miRNA expression at variable embryonic incubation temperatures during developmental processes and indicate a major regulatory role of miRNAs in acute responses to modified environmental conditions that affect remodelling of cells and tissues.

## Introduction

Embryonic incubation temperature is a key factor for optimal physiological and developmental processes that may a have long-term influence on adult chickens. Incubation temperature profoundly influences physiological responses via alteration of biochemical reaction rates and protein structures as well as catalytic enzyme functions^1^. Within a limited range, it is critical for broilers to optimize body temperature during pre- and post-hatch processes^2^.

Manipulation of incubation temperature during specific stages of development can result in immediate transcriptomic changes in embryos, although changing temperature beyond critical thresholds can be lethal. Previous studies demonstrated that high temperatures during embryonic day (ED) 7–10 positively associate with improvement of slaughter and breast muscle weights in male broilers, but do not influence meat quality^3^. Our previous experiments showed acute and long-term transcriptomic changes with temperature manipulation during muscle fibre formation. Thermal incubation treatments influence several biological functions and pathways depending on stage of muscle fibre development^4,5^. Hence, manipulation of embryonic incubation temperature may have implications in broiler meat production.

Several studies have indicated that temperature changes impact not only transcriptional changes, but also post-transcriptional regulation in diverse species. In aquatic ectotherms Atlantic cod (*Gadus morhua*), changing incubation temperature during the early somite stage can have significant long-term effects on microRNA (miRNA) activities in juvenile pituitary, gonad, and liver tissues^6^. Another marine species, Senegalese sole (*Solea senegalensis*), induces dynamic expression of several miRNAs during early development at lower incubation temperatures (15 °C)^7^. After entering deep cold torpor, lined ground squirrels (*Ictidomys tridecemlineatus*) and little brown bats (*Myotis lucifugus*) show reduced miR-106b expression, which is associated with lower body temperature during hibernation and is involved in regulation of hypoxia inducible transcription factor-1α (HIF-1α) in skeletal muscle and liver^8^. Further, heat stress alters the expression of several miRNAs in primary cultured human small airway epithelial cells^9^. Altogether, this evidence demonstrates that miRNAs have evolutionarily conserved roles in diverse biological processes, including temperature control.

miRNAs are conserved, non-coding RNAs of approximately 17–22 nucleotides in length that are involved in RNA silencing (cleavage) and post-transcriptional regulation in most, if not all, eukaryotes^10^. Biogenesis of miRNAs involves transcription as long primary transcripts (pri-miRNAs), which are processed to pre-miRNAs and then to mature miRNAs that are ultimately loaded selectively onto the RNA-inducing silencing complex (RISC) to become functional. miRNAs play important roles in numerous biological processes, such as developmental timing, cell death, and cell differentiation, proliferation and transformation. Links between miRNAs and pathological and ontogenetic conditions have been shown in clinical samples^11^. Here we provide evidence for miRNA mediated effects on cell maintenance, differentiation and proliferation in a model using a controlled physical noxae during development. Animal miRNAs partially or perfectly bind target sequences generally at the 3′ untranslated regions (3′-UTR) of target genes^12^. In general, an individual miRNA can regulate hundreds or thousands of target genes, and a single gene can be targeted by several miRNAs. These complex relationships pose a challenge to obtaining discrete results in miRNA studies.

We investigated potential miRNAs involved in regulation of transcriptome responses to modification of embryonic incubation temperature during early (ED7–10) or later (ED10–13) muscle fibre development of broiler-type chickens. In addition to traditional in silico target prediction, we complemented the assignment of miRNA–mRNA relationships and determination of functionally relevant miRNAs derived from this study by using correlation analyses between expression of differentially expressed miRNAs and previously obtained mRNA expression data from the same samples. Observed correlations of miRNA and mRNA from the same samples provide additional experimental evidence for their functional link on top of the in-silico target position. Potential target genes were further assigned for biological functions and pathways.

## Material and Methods

### Design and sample collection

We used hatching eggs from a commercial broiler line (Cobb-Vantress Inc., Siloam Springs, USA) and equally randomly assigned 1,001 hatching eggs to 6 experimental groups. All eggs were incubated in commercial incubators with 12 automatic turns per day (HEKA, Euro-Lux, Riet berg, Germany) at 37.8 °C with 55% relative humidity (RH) until three days prior to hatch. At ED7 all eggs were candled and unfertilized eggs and dead embryos (in total 108 eggs) were removed. During the last days of incubation RH was adjusted to 65% and turning was omitted until hatching (control conditions; continuously for control groups). The experimental thermal profiles comprised of transient adjusting temperature to 38.8 °C (high temperature) or 36.8 °C (low temperature) at early development (ED7–10) or late muscle development (ED10–13), respectively. Accordingly, the experimental design delivered 6 experimental groups in total (38.8 °C, 65% RH, ED7–10 (H10); 2) 37.8 °C, 55% RH, ED7–10 (C10); 3) 36.8 °C, 55% RH, ED7–10 (L10); 4) 38.8 °C, 65% RH, ED10–13 (H13); 5) 37.8 °C, 55% RH, ED10–13 (C13); 6) 36.8 °C, 55% RH, ED10–13 (L13) with 2 repeated batches each. The hatchlings were reared in barn system and fed a standard diet *ad libitum* until day 35 (D35; slaughter) (Supplementary Table S1). Broilers were slaughtered at experimental poultry abattoir of the Department of Animal Sciences (Goettingen, Germany). The processes were proceed by electric stunning (0.12 A, 5 to 10 sec), bleeding, scalded (58 to 60◦C, 3 min) and defeathered. Carcasses were manually eviscerated then dissected and weighted. For each group, breast muscle (*M. pectoralis*) and hind muscle (*M. gastrocnemius*) tissue samples were collected at the respective embryonic stages (ED10 or ED13) and at D35 post-hatch.

Tissue samples were immediately dissected, snap frozen in liquid nitrogen, and stored at −80 °C until use. Zootechnical and biochemical traits were examined as previously described^13^. All animals were sexed, and 6–8 (sex-balanced) animals per experimental group at ED10, ED13, or D35 were used for expression analyses. Study design and sample collection procedures were approved by the Institutional Animal Care and Use Committee (IACUC) of the Department of Animal Sciences of the University of Goettingen, Germany and the Leibniz Institute for Farm Animal Biology and conducted according to the guidelines of the German Law of Animal Protection and the “EU Directive 2010/63/EU for animal experiments”.

### Small RNA isolation

Total RNA was isolated from individual samples (n =144; 6 biological replicates × 6 treatment groups × 2 muscle tissues at ED10 or ED13; 8 biological replicates × 6 treatment groups × 2 muscle tissues at D35) using Tri-Reagent (Sigma-Aldrich, Taufkirchen, Germany), and the small RNA fraction was retained using miReasy and RNeasy MinElute Cleanup kits (Qiagen, Hilden, Germany) with an on-column DNase treatment according to the manufacturer’s protocol. RNA integrity was assessed by capillary electrophoresis using the Agilent Small RNA kit and an Agilent 2100 Bioanalyzer (Agilent Technologies, Waldbronn, Germany). Total RNA concentration was determined using a NanoDrop ND-1000 spectrophotometer (PEQLAB, Erlangen, Germany). Additionally, absence of trace DNA contamination was verified by PCR amplification of *glyceraldehyde 3-phosphate dehydrogenase* (*GAPDH*) in RNA samples. All RNA samples were stored at −80 °C until use.

### microRNA expression

Small RNA fractions (200 ng) were used for sample preparation using a FlashTag BioTin RNA labelling kit (Affymetrix, Santa Clara, CA, USA). Fragmented biotin-labelled cRNAs were further hybridized for 16 hours to an Affymetrix GeneChip miRNA 3.0 Array containing 19,724 probe-sets designed from 153 species based on miRBase version 17. After staining and washing on an Affymetrix Fluidics Station 450, arrays were scanned on an Affymetrix G3000 Gene Array Scanner. Raw data were pre-processed using Affymetrix GCOS 1.1.1 software.

### Data processing and statistical analysis

Raw probe signal intensity was pre-processed and normalized using Perfect Matched and Detection Above Background features of Affymetrix Expression Consol software. Data were submitted to the MIAME-compliant database Gene Expression Omnibus (accession number: GSE83703-GSE83704) accessible via the National Center for Biotechnology Information (www.ncbi.nlm.nih.gov/geo). Differential expression of miRNAs was computed by analysis of variance (JMP Genomics, SAS-Institute, Cary, NC, USA). Independent calculation was performed for each tissue. Fixed effects of temperature, treatment period, and their interactions were modelled in statistical tests. For analysis in D35 samples, slaughter weight was used as covariance in the statistical model. Differentially expressed miRNAs were identified by comparing treatment groups and corresponding controls for ED7–10 or ED10–13. Significance threshold was set at nominal p ≤ 0.05. To account for multiple testing, FDR values were calculated based on the p-value distribution using an approach designed for large data sets^14^.

### Functional miRNAs and potential target genes

To identify functional miRNAs and potential target genes, we integrated miRNA expression data from the present study and mRNA expression data of samples from our previous publications^4,5^ using correlation analysis and target prediction (Fig. 1). Firstly, correlation analyses between signal intensities of differentially expressed miRNAs and all mRNA probe-sets were calculated. All significant negative correlations between miRNA–mRNA pairs were retained (*p* ≤ 0.05; 5% FDR). Secondly, all differentially expressed miRNAs were scanned for potential target genes against all available chicken mRNA sequences in the NCBI database using Target Scan software^15^. Predicted targets were further filtered using RNA Hybrid software^16^ with an energy threshold cut-off of ≤ –25 kcal/mole. Accordingly, a “functional” miRNA was defined as a differentially expressed miRNA that negatively correlated with mRNA transcriptional level and was predicted to bind at the respective target genes.

**Figure 1:**
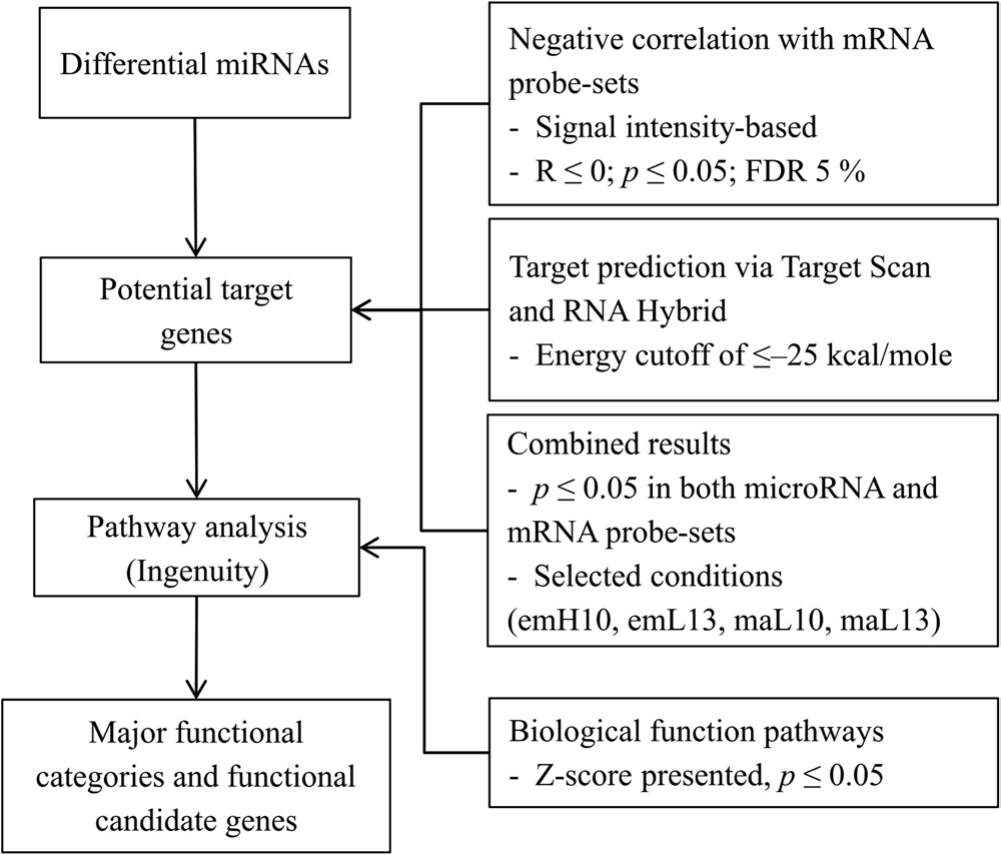
microRNA functional analysis pipeline.

### Pathway analysis

Differentially expressed miRNAs and their potential targets were mined for biological functions and gene regulatory networks using Ingenuity Pathway Analysis (QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis). Statistical significance was determined based on Fisher’s exact test (*p* ≤ 0.05). Significant biological pathways for each list of miRNAs and target genes were aggregated into new major categories based on shared GO subterms to simplify results, while maintaining a comprehensive view of biological processes.

Eight major biological functional groups were defined: (1) cell maintenance, proliferation, differentiation, and replacement; (2) organismal, organ, and tissue development; (3) nutrient metabolism; (4) genetic information and nucleic acid processing; (5) molecular transport; (6) cell signalling and interaction; (7) small molecule biochemistry; and (8) response to stimuli. Significant pathways were further considered “activated” or “deactivated” based on positive or negative Ingenuity z-scores that predict the direction of regulation of a pathway. Selected genes were used to generate regulatory networks based on best z-scores, *p*-values, and biological functions related to tissue development and myogenesis.

### Quantitative real time PCR (qPCR) validation

Six miRNAs (gga-miR-199, gga-miR-30d, gga-miR-460a, gga-miR-100, gga-miR-222, gga-miR-133a) differentially expressed in embryo breast were validated by qPCR of the same individual samples that were used for miRNA-chips (n = 32). The cDNA was synthesized from 250 ng isolated miRNAs using Mir-X™ miRNA First-Strand Synthesis and SYBR® qRT-PCR Kit (Clontech Laboratories, Mountain View, USA) according to manufacturer’s protocols. All measurements were performed in duplicates. The thermal parameters were 50 °C for 2 min, 95 °C for 2 min, followed by 45 cycles of 95 °C for 15 sec and 60 °C for 1 min. The universal qPCR primer was provided in the kit and the miRNA-specific forward primers were designed for the miRNAs (Supplementary Table S2). Internal standard of Ce_miR-39_1 miScript Primer Assay (QIAGEN, Germany) was used for normalize the miRNA expression value. The designed primer sequence information is accessible in Additional file. Correlation coefficient analysis between the miChip and qPCR data was calculated using SAS 9.3 (SAS Institute).

## Results

### Differentially expressed miRNAs

Although the Affymetrix GeneChip miRNA 3.0 array contains multiple mature miRNAs from diverse species that may resemble a chicken miRNA family, we treated each mature miRNA probe-set as an entity (feature) in statistical tests and then aggregated significant probe-sets into unique mature miRNAs. The number of differential probe-sets and mature miRNAs (unique miRNAs) for each tissue type, temperature treatment condition, and sampling stage are summarized in Table 1.

**Table 1:** Differentially expressed miRNAs (*p* ≤ 0.05).

	Treatment (ΔC)	Total^c^ miRNAs (breast)	Unique^c^ miRNAs (breast)	Regulation		Total^c^ miRNAs (hind)	Unique^d^ miRNAs (hind)	Regulation	
				Up	Down			Up	Down
Embryo^a^	H10–C10	694	243	158	85	603	262	174	88
	H13–C13	380	160	71	88	362	211	123	88
	L10–C10	455	201	113	88	536	200	60	140
	L13–C13	733	316	204	112	401	224	90	134
D35^b^	H10–C10	148	107	74	33	98	88	31	57
	H13–C13	380	165	114	51	1328	419	176	243
	L10–C10	154	80	48	32	881	419	146	273
	L13–C13	165	85	69	16	1808	550	146	404

^a^significance threshold nominal *p* ≤ 0.05 corresponding to FDR-adjusted *p* ≤ 0.18.

^b^significance threshold nominal *p* ≤ 0.05 corresponding to FDR-adjusted *p* ≤ 0.18 or *p* ≤ 0.71 in hind and breast muscle, respectively.

^c^Number of probe-sets on the microarray (redundantly counting the same kind of miRNA from different species).

^d^Each kind of miRNA (unique sequences only counted once).

Numerous differentially expressed mature miRNAs were detected in all comparisons. In analyses comprising breast muscle (embryonic stage) and hind muscle (embryonic stage, adult stage) the threshold level for nominal p-values corresponded to FDR values of 0.18; for analyses comprising the breast muscle at adult stage, nominal p-values corresponded to a FDR value of 0.71 (Table 1). Quantitative real time PCR of exemplarily selected miRNAs in breast muscle revealed significant correlations with microarray data (Supplementary Figure S1). The lists of miRNAs differentially expressed across comparisons of temperature treatments, tissue types, and sampling stages, with a comparable number of upregulated and downregulated miRNAs, offer a rich source for subsequent filtering based on the biological context and function-related criteria. The results suggest that volatile miRNA changes in terms of direction of regulation and timing regulate transcriptional alterations due to modification of embryonic incubation temperature.

### Functional miRNAs and potential target genes

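The gene expression profiles of hind muscle (M. gastrocnemius) came from 88 Affymetrix chicken gene arrays, 1 per animal. Of these, 48 arrays held embryos in 6 groups of 8. The H10, C10 and L10 embryos were sampled at ED10 after incubation at 38.8, 37.8 or 36.8 °C during ED7–10. The H13, C13 and L13 embryos were sampled at ED13 after incubation at 38.8, 37.8 or 36.8 °C during ED10–13. By the paper's methods, the H10 and H13 treatments also had a higher relative humidity than the others. Temperature and humidity therefore cannot be told apart in any contrast of these groups. The other 40 arrays held chickens at D35, with 8 each from the H10, L10, H13 and L13 treatments, 2 from C10 and 6 from C13. The 8 D35 controls had been kept at 37.8 °C throughout and were taken as 1 group. In the order of the records, animal numbers at D35 form 2 ascending series, the first ending at 90 and the second at 180. All H10 and H13 chickens stand in the first, with both C10 and some C13 controls. All L10 and L13 chickens stand in the second, with the other C13 controls. What the series stand for is not stated. No test took them into account, so a difference between them can enter every D35 contrast. Neither breast muscle mRNA nor miRNA values were among the files. 
The values had been processed by the submitters and lay on a log2 scale. The records name GCOS 1.1.1 as the software, and neither they nor the paper's text name the normalization of the mRNA arrays. No value lay below 0. The median of an array lay between 7.90 and 8.29 in embryos and between 6.64 and 6.98 at D35, so embryos and D35 chickens were never compared with each other. After 98 control probe sets were left out, all other probe sets were tested without a filter on level. Of these, 12300 carried 1 gene symbol, 256 several and 8150 none. The 95th percentile of 23 background control probe sets was 9.71 in embryos, and 4332 probe sets had a higher mean. This percentile is called the background level, below which small changes may be limited by signal. It is a strict level, as the median of every embryo array lies below it. Lying below it therefore does not mean that a gene was not measured. At D35 the level was 9.49, with 2236 probe sets and no array median above it. 
A linear model with a mean per group was fitted with limma to all embryos and, separately, to all D35 chickens, and each treated group was contrasted with the controls. A probe set was called changed at a Benjamini-Hochberg adjusted p under 0.05 within its comparison. A total of 26 gene lists were fixed before the data were examined, and 24 with at least 5 measured genes were tested with camera at a preset correlation of 0.01. 
Animal numbers divide the embryos into 2 runs. All high-temperature embryos carry numbers of the first run, all low-temperature embryos numbers of the second, and each control group has 4 embryos in each. The paper's methods name 2 repeated batches, and whether the runs follow them is not stated. Within embryo groups the arrays differed widely in skin and feather markers, which include the keratin *KRT5* of basal epidermis and the epidermal transcription factors *TP63* and *GRHL3*. The mean of the 10 measured markers ran from 6.10 to 10.49 over the embryos and had an SD of 1.20 in H10 and 1.31 in C13 (n = 8 each).

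**Figure D1:**
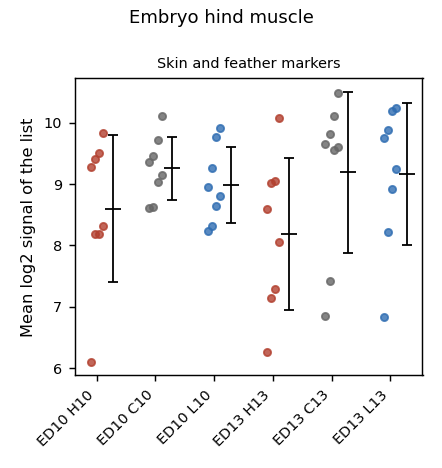
Mean log2 signal of 10 skin and feather markers in the hind muscle of single embryos (points), by group, with the mean ± SD of 8 embryos beside them. The C10 embryos lie between 8.61 and 10.11, and the H13 embryos between 6.27 and 10.08.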

Integrating miRNA expression data with previous gene expression profiles of matched samples (www.ncbi.nlm.nih.gov/geo; accession number: GSE76670) using correlation analysis revealed “functional” miRNAs with negatively correlated miRNA–mRNA relationships. 

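In hind muscle at ED10, *BATF3*, a basic leucine zipper transcription factor, rose most among the genes with a symbol after 38.8 °C during ED7–10. Its log2 signal (probe set 15487218) was 7.61 ± 0.39 (SD, n = 8) in H10 and 6.97 ± 0.28 (SD, n = 8) in C10, both below the background level, a log2 fold change of 0.64 (standard error 0.14, adjusted p = 0.0453). *UQCR11*, a subunit of respiratory complex III, had a log2 fold change of 0.32 (standard error 0.055, adjusted p = 0.00638), and *COX7A2*, a subunit of complex IV, had a log2 fold change of 0.31 (standard error 0.069, adjusted p = 0.0432). *TOMM7*, a part of the translocase of the outer mitochondrial membrane, rose by 0.21 and the dehydrogenase *DHRS4* by 0.26. Among the genes that fell were *MEGF9*, a membrane protein with EGF-like domains, by 0.46, the neuronal membrane protein *SLITRK1* by 0.44, the glycosaminoglycan linker enzyme *B3GALT6* by 0.37 and *GLI3*, a transcription factor of hedgehog signalling, by 0.27. *ZNF609*, *FIGN*, *PRCC*, *SRRM1*, *XPNPEP3* and *RNF19A* fell by 0.25 to 0.31, with all 8 H10 embryos below the C10 mean for each. *YTHDF1*, a reader of methylated adenosine in mRNA, fell by 0.21 and was chosen after its values were seen. *DHRS4*, *MEGF9*, *SLITRK1*, *B3GALT6* and *FIGN* lay below the background level in both groups, and *ZNF609* and *PRCC* in H10. 
Of all probe sets, 14 rose and 13 fell in limma, 16 of them with a symbol and 11 without. Of the rises without a symbol 1 repeats the values of another, which leaves 26 distinct. Of 44 ribosomal protein genes, 39 lay above and 5 below the control mean, and 3 rose when adjusted over the list alone, with 0 over all probe sets. The list ranked higher than other genes at an adjusted p = 5.09e-10 in camera (adjusted p = 0.989 with an estimated correlation), with *RPL13* at 0.21, *RPL27A* at 0.22 and *RPL12* at 0.19. *RPL23* went the other way, at -0.21, and was at 0.19 with its other probe set. Of 38 oxidative phosphorylation genes, 1 rose, the same number when adjusted over the list alone, and 30 lay above 0. Their camera adjusted p was 1.19e-07 (adjusted p = 0.989 with an estimated correlation). Of 32 sarcomere genes, 0 passed the test either way and 30 lay above 0, with the myosin light chain *MYL3* at 0.37 (0.23 without C10 replicate 65) and the Z-disc protein *MYOZ1* at 0.33. *TMOD4* went the other way, at -0.37, and lay below the background level. The camera adjusted p of the sarcomere genes was 1.19e-07 (adjusted p = 0.989 with an estimated correlation). With the 4 C10 embryos of the H10 run the sarcomere call was lost (camera adjusted p = 0.0806), and the difference in list mean went from 0.16 to 0.031 for the sarcomere genes and from 0.065 to 0.0087 for oxidative phosphorylation, whose call was kept. In C10 replicate 65 the sarcomere list mean was far below that of the other C10 embryos. All 10 skin and feather markers had a log2 fold change below 0 in H10 (median -0.64, camera adjusted p = 0.0571), while 4 of 8 embryos had a list mean above that of C10. Of 17 cartilage markers 15 lay below 0 (median -0.20, camera adjusted p = 0.173). Neither list passed camera, with 0 past the test in either list, adjusted over the list alone or not. 
At ED13 after 36.8 °C, *FEN1*, the flap endonuclease of lagging-strand DNA synthesis, rose by 0.31 (standard error 0.061, adjusted p = 0.0427), from 9.91 ± 0.13 (SD, n = 8) in C13 to 10.23 ± 0.084 (SD, n = 8) in L13. A probe set of *RPL23*, a protein of the large ribosomal subunit, fell by 0.51 (adjusted p = 0.0441) and was chosen after its values were seen. The gene's other probe set, which has the higher level, was at -0.084 (unadjusted p = 0.243, adjusted p = 0.888), so the fall is that of 1 probe set. These were 3 rises and 1 fall in limma, 2 of them without a symbol. With the run as a covariate, 0 rises and 3 falls were called, among them the same *RPL23* probe set. The fold change of *FEN1* was then 0.28 (standard error 0.068, adjusted p = 0.123), smaller and with a larger standard error, and its call was lost, as were the other 2 rises. 
With the 4 C10 embryos of the treated embryos' own run, 9 probe sets were called for H10, and with the 4 of the other run, chosen after the data were seen, 10. With the run as a covariate 152 were called, 27 up and 125 down, and 23 of the 27 were among them. This covariate takes the run difference to be the same at both days and estimates it from the controls alone. Between the runs 0 probe sets were called in C10 and 42 in C13, and the 2 run differences correlated at 0.221 across probe sets. The covariate therefore need not remove the run difference of either day, for H10 or for L13. With only the 2 groups in the fit, which leaves fewer arrays to estimate the spread, it was 1. Without H10 replicate 4 the number was 15. For L13 the number was 15 with the controls of its own run, 20 with quantile normalization and 28 with dim probe sets left out. It was 0 with only the 2 groups in the fit and ran from 0 to 3 without single arrays.

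**Figure D2:**
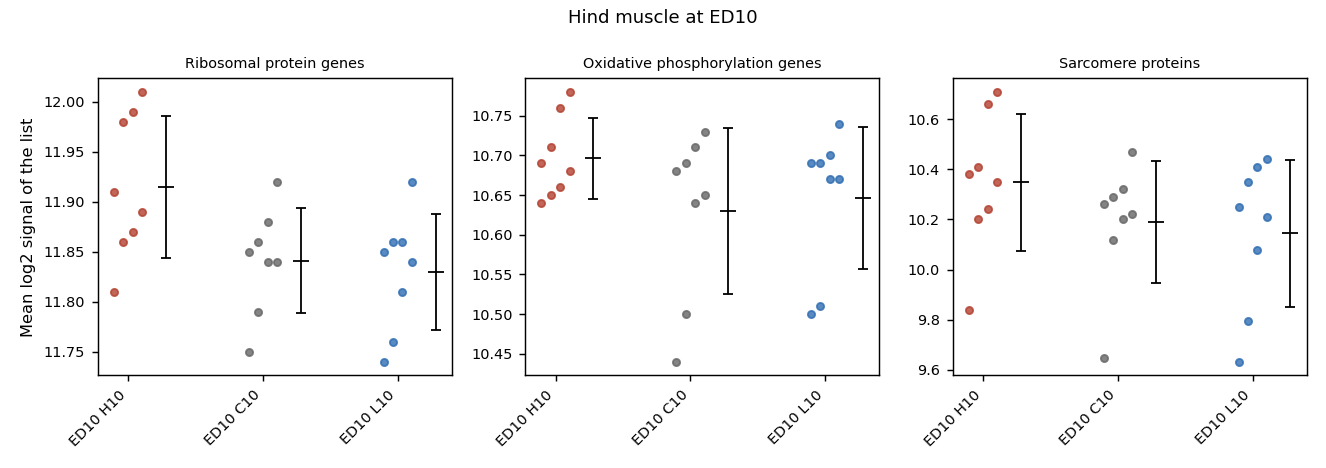
Mean log2 signal of the ribosomal protein, oxidative phosphorylation and sarcomere genes in the hind muscle of single embryos at ED10 (points), with the mean ± SD of 8 embryos per group beside them. The ribosomal protein mean was 11.91 in H10 and 11.84 in C10, and 7 of 8 H10 embryos lay above the C10 mean.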

From our previous study, we found that increasing temperature from 37.8 °C to 38.8 °C during ED7–10 (H10) and decreasing temperature from 37.8 °C to 36.8 °C during ED10–13 (L13) resulted in considerable immediate transcriptomic changes (based on the abundance of differentially expressed genes) in embryos, whereas decreasing temperature during ED7–10 (L10) as well as ED10–13 (L13) showed large long-term effects in D35 chickens^4,5^. Therefore, we focused on these treatment conditions that showed most prominent changes of the mRNA expression.

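After 38.8 °C during ED10–13, *RET*, the receptor tyrosine kinase of glial cell line-derived neurotrophic factors, rose to 9.02 ± 0.14 (SD, n = 8) from 8.27 ± 0.30 (SD, n = 8) in C13, a log2 fold change of 0.75 (standard error 0.14, adjusted p = 0.0187). *PRR33*, a proline-rich protein, had a log2 fold change of 0.69 (standard error 0.12, adjusted p = 0.0187). Every H13 embryo lay above the C13 mean for both genes, and both lay below the background level in H13 and in C13. Of 23 fibrillar collagen and matrix genes, 22 lay above 0 in H13. The receptor *PDGFRB* of mesenchymal cells, at 0.29, was the 1 gene that rose when adjusted over the list alone, against 0 over all probe sets. The camera adjusted p of the matrix list was 0.00272 (adjusted p = 0.989 with an estimated correlation). Of 32 sarcomere genes, 29 lay above 0 and 0 passed the test, also when adjusted over the list alone. *MYOZ2* stood at 0.42 and *MYL4* at 0.24. Their camera adjusted p was 3.69e-05 (adjusted p = 0.989 with an estimated correlation). All 10 skin and feather markers lay below the C13 mean, with *KRT5* at -1.40, the desmosomal cadherin *DSG2* at -0.98 and *GRHL3* at -1.05, and 0 passed the test, adjusted over the list alone or not. The camera adjusted p was 2.17e-05 (adjusted p = 0.989 with an estimated correlation), and the list mean was 8.19 in H13 and 9.19 in C13, and the difference from the C13 embryos of the same run was -0.53. With those controls the call was lost (camera adjusted p = 0.112). *KRT5*, *DSG2* and *GRHL3* lay below the background level. Of 5 tendon markers, which include the proteoglycan *FMOD* at 0.87 and *TNMD* at 0.44 (0.25 without C13 replicate 39), 1 rose when adjusted over the list alone and 0 over all probe sets, with a camera adjusted p = 0.0586. 
In L10 no probe set passed the limma test, with 891 at an unadjusted p at or under 0.05 and 6 called with arrayWeights. Of 23 insulin and IGF signalling genes, 16 lay above 0 and 0 passed the test, adjusted over the list alone or not. The growth factor *IGF1* had a log2 fold change of 0.32 and its binding protein *IGFBP3* of 0.22 (adjusted p = 0.951 each, camera adjusted p of the list 0.462), both below the background level. C10 replicate 65 was low in both, and without it the fold changes were 0.17 and 0.12. 
At an unadjusted p at or under 0.05 the number for H13 was 2155, and chance gives 1035.3 on average in each comparison. Of 100 splits of the H13 and C13 arrays, 15 had as many, the real one included, so the number does not stand out from chance. With the 4 C13 embryos of the H13 embryos' run, or with the skin marker mean as a covariate chosen after the data were seen, 0 probe sets were called for H13, and without C13 replicate 39 the number was 40. The paper reasons from the number of differentially expressed genes of its earlier work that H10 and L13 in embryos, and L10 and L13 at D35, were the treatments to follow.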

Numbers of miRNA–mRNA pairs, covering potential miRNA-targeted genes negatively correlated with miRNAs and also predicted as miRNA binding sites, and unique miRNAs are presented in Table 2. Further information on criteria and pipelines are shown in Fig. 1. Overall, embryos had higher numbers of potential miRNA–mRNA relationships, ranging from 104 miRNA–mRNA pairs for L13 in hind muscle to 941 pairs for H10 in breast muscle, compared to D35 chickens (2 pairs for L13 in hind muscle and 19 pairs for L10 in breast muscle).

**Table 2:** Functional miRNAs and potential target genes for selected treatment conditions.

Stage	Treatment Tissue		miRNA–mRNA pairs	mRNA targets	Unique miRNAs
Embryo	H10–C10	Breast	941	421	40
		Hind	444	200	38
	L13–C13	Breast	394	168	50
		Hind	104	49	25
D35	L10–C10	Breast	19	10	1
		Hind	10	8	7
	L13–C13	Breast	7	6	5
		Hind	2	1	2

For H10, 421 unique genes were negatively correlated with 40 miRNAs and 200 unique genes were predicted as target candidates for 38 miRNAs in breast and hind muscles, respectively. Number of miRNA–mRNA pairs in breast muscle was higher than in hind muscle at *in-ovo* stages. A similar number of miRNAs and potential targets were also identified in L13 in both muscle types. Only up to 10 miRNA–mRNA pairs were found among treatment conditions and muscle types at D35 (Table 2).

Differential miRNAs and potential target genes were further used to generate a hierarchical clustering based on expression level to demonstrate an overall dominantly negative correlation between miRNA and mRNA expression levels (Fig. 2). Altogether, these results suggest that miRNAs may play an essential regulatory role on the immediate transcriptome response to modification of incubation temperature.

**Figure 2:**
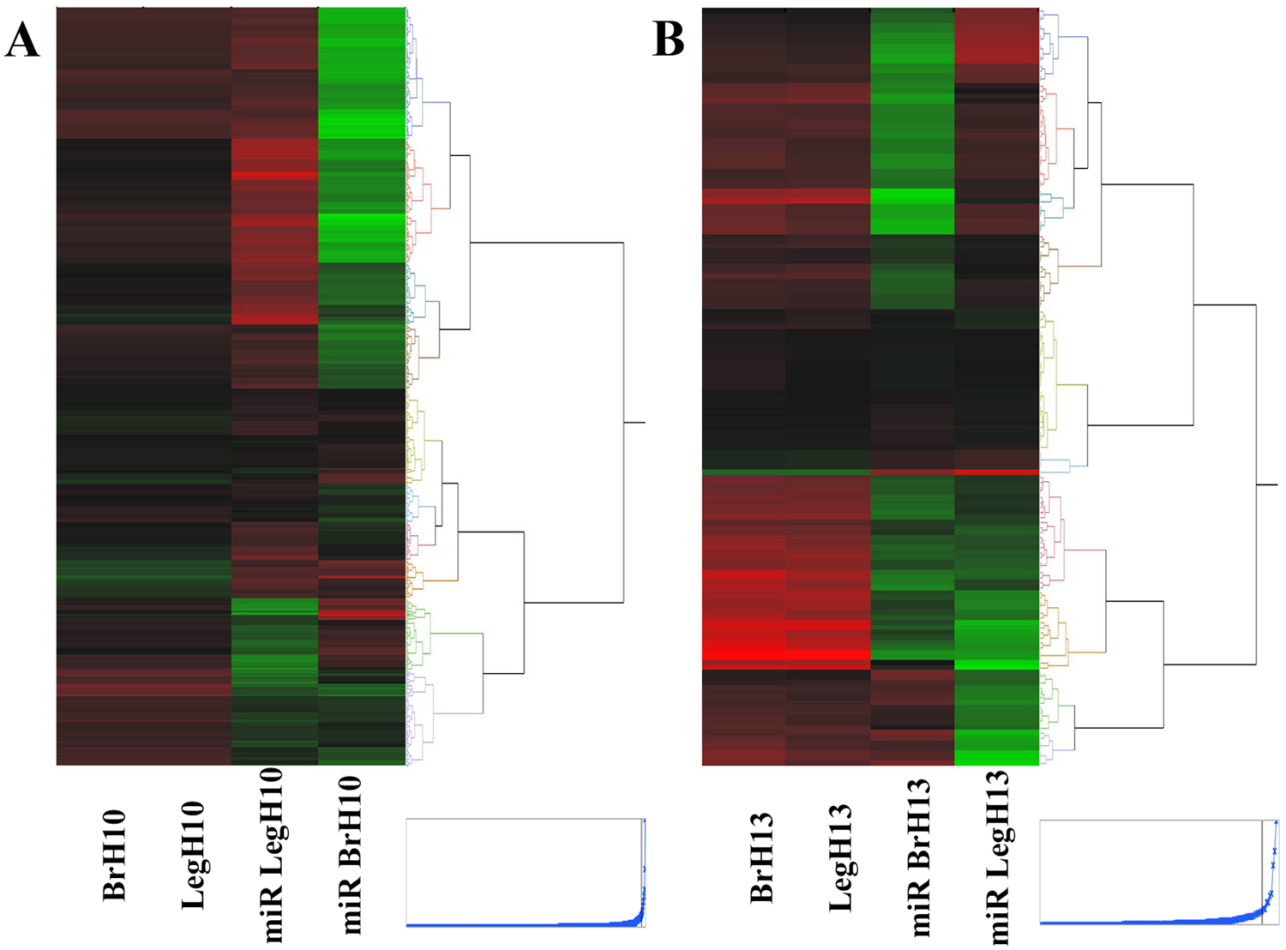
Expression-based (least-squares means) hierarchical clustering of differential miRNAs and potential mRNA targets derived from embryonic breast and hind muscle after H10 (**A**) or L13 (**B**) treatment.

### Pathway analysis

To functionally link miRNAs to the physiological effects of modifications of embryonic incubation temperatures, differentially expressed miRNAs and potential target genes were analysed using Ingenuity and its Knowledge Base software. To simplify and comprehend the resulting complex biological pathways and key genes, we aggregated significant terms and pathways into “major functional categories” based on shared terms and keywords of those pathways. Pathways in significant functional categories for each treatment condition at embryonic stages are given in Supplementary Tables S3 and S4.

In breast muscle of embryos, H10 showed activation of pathways related to cell maintenance and proliferation, organismal and tissue development, and nutrient metabolism, while L13 showed stimulated cell maintenance and proliferation, organismal and tissue development, genetic information and nucleic acid processing, cell signalling, and interaction and response to stimuli. 

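Cell cycle genes ranked higher in hind muscle after low temperature at ED13. In L13 embryos the ribonucleotide reductase subunit *RRM2* was at 0.26, thymidylate synthase *TYMS* at 0.19, the replication initiation factor *MCM10* at 0.18 and cyclin E2 (*CCNE2*) at 0.30 on the log2 scale. *RRM2* and *CCNE2* lay above the C13 mean in all 8 L13 embryos. *TYMS*, *MCM10* and *CCNE2* lay below the background level. Of 40 cell cycle genes, 32 lay above 0 and 8 below, and 0 passed the limma test, adjusted over the list alone or over all probe sets. The list ranked higher than other genes at a camera adjusted p = 0.00339 (adjusted p = 0.989 with an estimated correlation). In H10 embryos 30 of the same genes lay below 0. *UHRF1*, which maintains DNA methylation at replication and was chosen after its values were seen, had a log2 fold change of -0.17 and fell when adjusted over the list alone (adjusted p = 0.0232), against 0 over all probe sets. The camera adjusted p of the cell cycle list in H10 was 0.168, not past the threshold. Apoptosis genes had a median of -0.038 in H10, with 0 of 18 past the test either way and a camera adjusted p = 0.907. The L13 call of the cell cycle list was lost when probe sets below the background level were left out, with fewer genes tested.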

Hind muscle of embryos showed deactivation of cell maintenance and proliferation, while L13 affected cell maintenance, proliferation, and differentiation pathways. Detailed information of pathway analyses can be found in Supplementary Tables S3 and S4. Functional miRNAs obtained from H10 and L13 that were highly associated with various target genes and that therefore were related to at least 4 out of 8 major categories are provided in Tables 3 and 4.

**Table 3:** Differential miRNAs targeting genes in significant pathways in embryonic breast and hind muscles affected by H10 treatment.

Target	miRNA	*p*-value	FDR	Fold change (ΔC)	Regulation
Breast	miR-133	0.0484	0.1691	1.56	Up
	miR-1825	0.0362	0.1386	1.84	Down
	miR-199a-3p	0.0002	0.0023	1.47	Down
	miR-212-star	0.0155	0.0750	2.27	Up
	miR-222	0.0355	0.1366	1.41	Up
	miR-289	0.0137	0.0684	1.63	Up
	miR-4530	0.0476	0.1671	1.73	Up
	miR-460-5p	0.0046	0.0302	1.85	Down
	miR-5109	0.0364	0.1389	1.34	Up
Hind	miR-1915	0.0262	0.1223	1.63	Down
	miR-199a-5p	0.0368	0.1533	1.38	Down
	miR-212	0.0138	0.0786	2.34	Up
	miR-2861	0.0306	0.1359	1.68	Down
	miR-3885-5p	0.0119	0.0707	1.72	Down
	miR-3960	0.0133	0.0763	1.59	Down
	miR-4454	0.0044	0.0350	1.61	Down
	miR-4592	0.0003	0.0040	2.30	Down
	miR-638	0.0054	0.0403	1.67	Down

**Table 4:** Differential miRNAs targeting genes in significant pathways in embryonic breast and hind muscles affected by L13 treatment.

Target	miRNA	*p*-value	FDR	Fold change (ΔC)	Regulation
Breast	let-7	0.0130	0.0658	1.85	Down
	miR-130c	0.00001	0.0012	1.54	Up
	miR-1677	0.0004	0.0048	2.01	Up
	miR-17-3p	0.0158	0.0761	1.56	Up
	miR-1908	0.0217	0.0962	1.86	Down
	miR-199b	0.0004	0.0044	1.87	Down
	miR-222	0.0017	0.0139	1.72	Up
	miR-312-5p	0.0480	0.1680	1.76	Up
	miR-460-5p	0.0267	0.1117	1.59	Down
	miR-4651	0.0198	0.0899	1.72	Down
	miR-4900a	0.0058	0.0361	2.30	Down
	miR-5109	0.0044	0.0292	1.51	Down
	miR-762	0.0329	0.1296	1.57	Down
	miR-92a	0.0015	0.0127	2.95	Up
	miR-92b	0.0463	0.1638	1.59	Down
	miR-93	0.0176	0.0822	1.55	Down
	miR-138	0.0480	0.1815	1.39	Up
Hind	miR-2137	0.0047	0.0363	1.99	Down
	miR-222	0.0359	0.1511	1.44	Up
	miR-271	0.0034	0.0283	2.74	Down
	miR-383	0.0010	0.0113	3.58	Up

### Regulatory networks predicting potential physiological effects

Representative miRNA–mRNA regulatory networks were modelled for H10 (Fig. 3) and L13 (Fig. 4) treatment in breast and hind muscles. The networks integrate miRNAs, potential target genes, and Ingenuity biofunctions and display an enrichment of miRNA–mRNA pairs related to major functional categories of cell maintenance, proliferation, and differentiation as well as tissue and organ development (Supplementary Tables S3 and S4).

**Figure 3:**
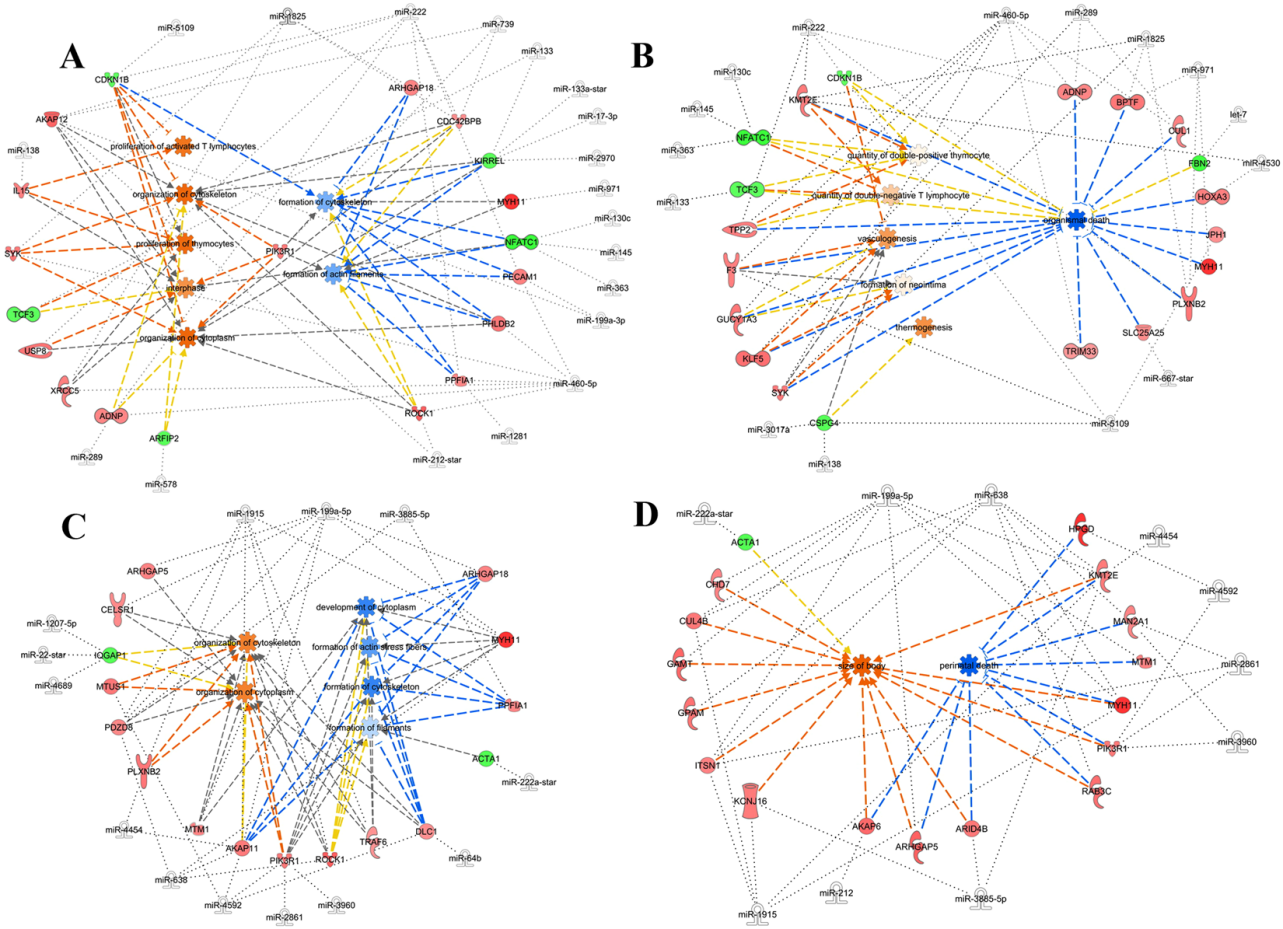
miRNA–mRNA regulatory networks. Representative gene regulatory networks derived from breast muscle (**A** and **B**) or hind muscle (**C** and **D**) of H10 group that are related to functional category group 1 (maintenance, proliferation, differentiation, and replacement of cells) (**A** and **C**) or group 2 (organ and tissue development) (**B** and **D**). Activated pathways are orange, while deactivated pathways are blue. The networks were generated through the use of IPA (QIAGEN Inc., https://www.qiagenbio-informatics.com/products/ingenuity-pathway-analysis).

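Of 33 genes that the text or Fig. 3C,D names for H10 in hind muscle, 30 had a probe set with their symbol. In H10 embryos 8 of them lay above the C10 mean and 22 below it. The largest positive log2 fold change was that of the anchoring protein *AKAP6*, at 0.13 ± 0.16 (standard error), and the potassium channel *KCNJ16*, lowest in the figure, lay below the median of the background control probe sets in both groups, so its value gives no direction. *ACTA1*, the alpha actin of skeletal muscle fibres, was at 0.10 ± 0.067 and above the C10 mean in 7 of 8 embryos (0.17 without H10 replicate 14). None passed the limma test over all probe sets, and 0 passed when adjusted over the 12 measured genes of the text alone. The study chose these genes on these samples, so the second count is not independent evidence. The paper picked targets by negative correlation with differential miRNAs and by predicted binding. A group contrast at an adjusted p is another criterion, so these counts do not repeat its selection. Without H10 replicate 13 the number above 0 was 15, and without C10 replicate 65 it was 3, a test chosen after the data were seen.

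**Figure D3:**
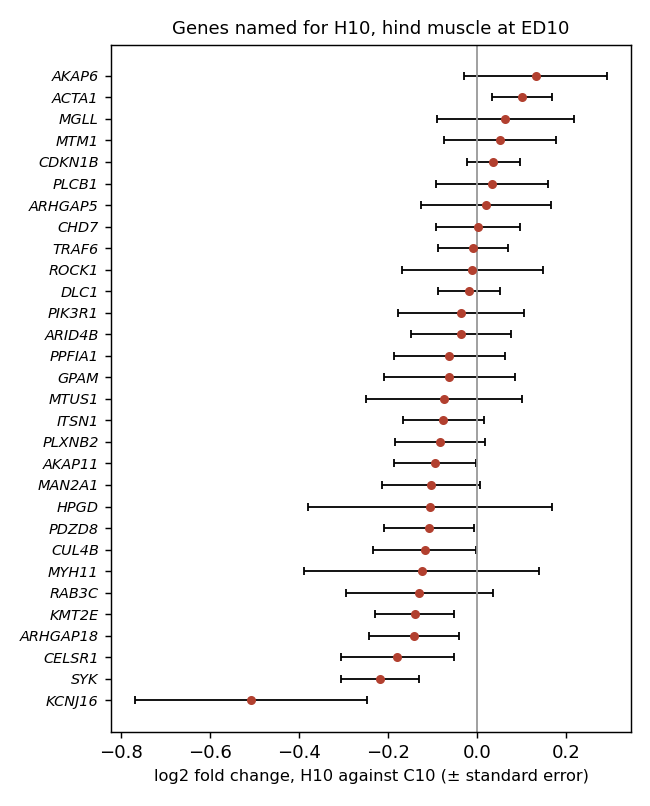
Log2 fold change of the 30 measured genes named for H10 in hind muscle at ED10, with the standard error from limma (8 H10 and 8 C10 embryos). The genes run from *KCNJ16*, which lies below the median of the background control probe sets, to *AKAP6*, and 22 lie left of 0.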

**Figure 4:**
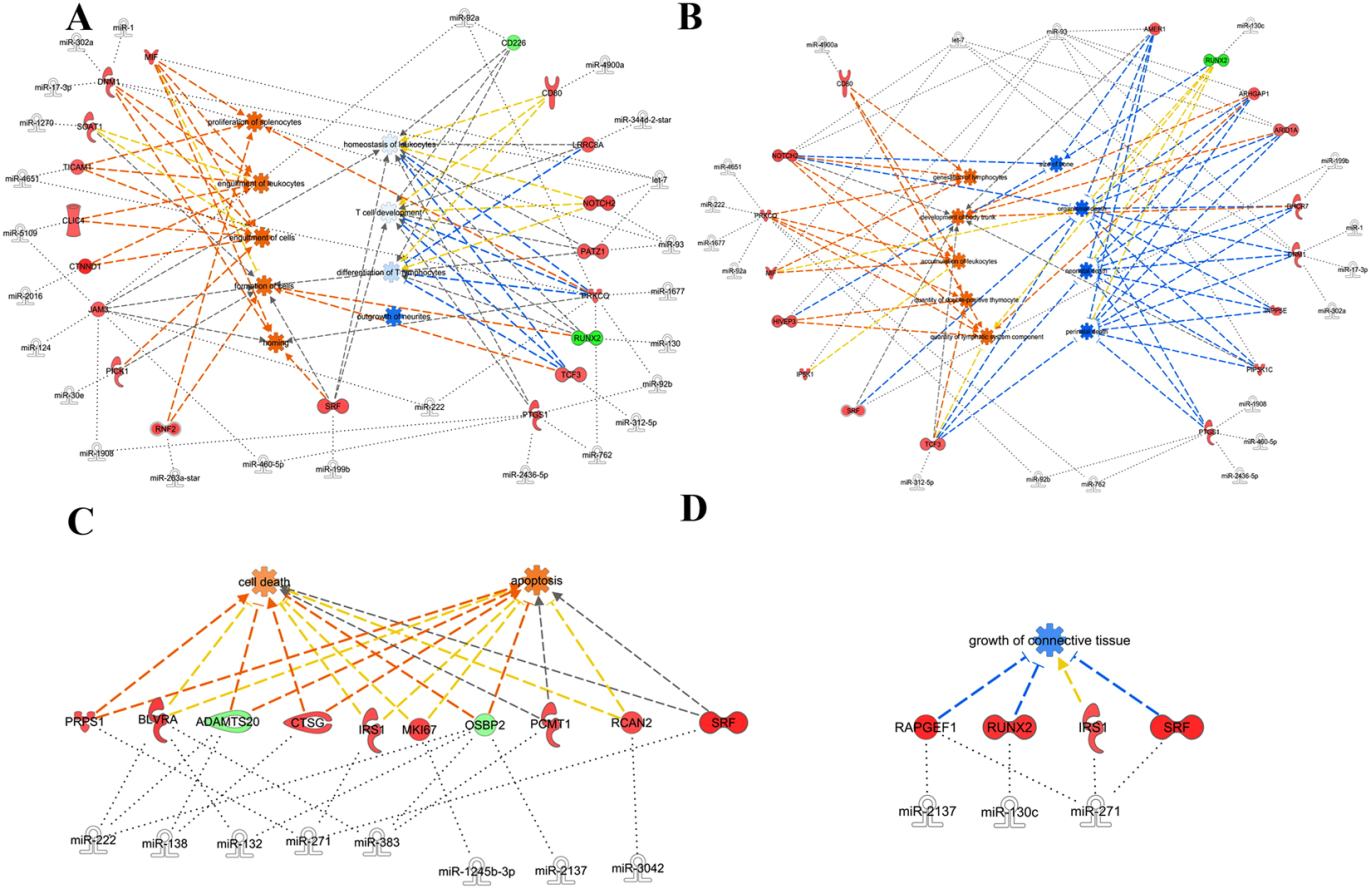
miRNA–mRNA regulatory networks. Representative gene regulatory networks derived from breast muscle (**A** and **B**) or hind muscle (C and **D**) of L13 group that are related to functional category group 1 (maintenance, proliferation, differentiation, and replacement of cells) (**A** and **C**) or group 2 (organ and tissue development) (**B** and **D**). Activated pathways are orange, while deactivated pathways are blue. The networks were generated through the use of IPA (QIAGEN Inc., https://www.qiagenbio-informatics.com/products/ingenuity-pathway-analysis).

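Of 14 genes that the text or Fig. 4C,D names for L13 in hind muscle, 9 had a probe set with their symbol, of which 5 lay above and 4 below the C13 mean. *PCMT1*, an enzyme that repairs damaged aspartyl residues of proteins, had the largest positive log2 fold change, 0.24 (standard error 0.094, unadjusted p = 0.0146 in limma, adjusted p = 0.557), and lay above the C13 mean in all 8 L13 embryos. *MKI67*, a nuclear protein of dividing cells, had the most negative, -0.15 (standard error 0.11, adjusted p = 0.846), and lay below it in all 8. None of the 9 genes passed the limma test over all probe sets, and 0 passed when adjusted over the 7 measured genes of the text alone, which the study chose on these samples. As for H10, the paper picked its targets by another criterion than a group contrast.

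**Figure D4:**
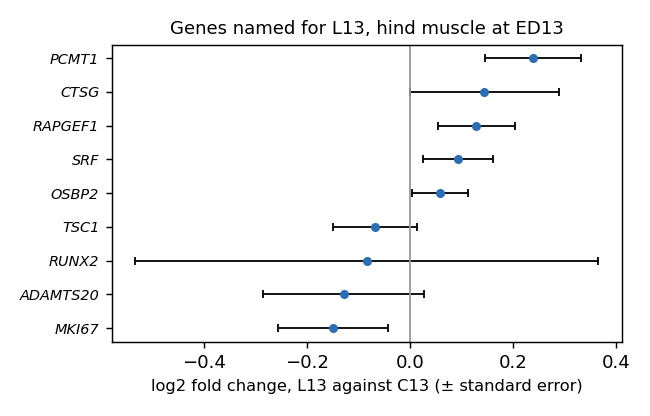
Log2 fold change of the 9 measured genes named for L13 in hind muscle at ED13, with the standard error from limma (8 L13 and 8 C13 embryos). *PCMT1* lies farthest right and *MKI67* farthest left, and the standard error of *RUNX2* is the widest at 0.45.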

Representative miRNA–mRNA regulatory networks demonstrate complex connectivity and relationships between the two molecular features. Sets of miRNAs target several genes that assemble into biological pathways and hence regulate these pathways. For example, miRNAs derived from H10 revealed activation of cytoskeletal organization and inhibition of cytoskeletal formation, demonstrating the overall fine tuning and balancing impact of miRNA posttranscriptional regulation (Fig. 3A,C). 

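In hind muscle the actin regulators of Fig. 3C stood close to their C10 level after H10 treatment. The kinase *ROCK1*, which raises actomyosin tension, was at 8.69 ± 0.51 (SD, n = 8) in H10 and 8.71 ± 0.38 (SD, n = 8) in C10, a log2 fold change of -0.011 (standard error 0.16, adjusted p = 0.997). *CELSR1*, a cadherin of planar cell polarity, was at -0.18, the anchoring protein *AKAP11* at -0.095, *PDZD8* at -0.11, the focal adhesion protein *PPFIA1* at -0.062 and the ubiquitin ligase *TRAF6* at -0.0095. Of 6 smooth muscle and contractile actin genes, 5 lay below 0, with the myosin light chain kinase *MYLK* at -0.17 and the actin-bundling protein *SYNPO2* at -0.11, 0 passed the test, adjusted over the list alone or not, and the camera adjusted p was 0.86. No gene named here passed the limma test, and *ROCK1*, *PDZD8*, *PPFIA1*, *TRAF6* and *MYLK* lay below the background level. *ROCK1* and *TRAF6* changed sign with quantile normalization and with centring of each array on its median, *ROCK1* also with arrayWeights, and *AKAP11* with another probe set of the gene. Without H10 replicate 13, which was low in both, *PPFIA1* was at 0.032 and *PDZD8* at -0.013, and without C10 replicate 65 *SYNPO2* was at -0.22. The paper gives the activated organization and inhibited formation of the cytoskeleton in H10 as an example of fine tuning by miRNAs.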

We also observed activation of pathways involved in white blood cell quantity, vasculogenesis, and thermogenesis as well as stimulation of body size. 

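Of the hind muscle genes linked to perinatal death in Fig. 3D, *MAN2A1*, a mannosidase of N-glycan processing in the Golgi, was at 9.70 ± 0.35 (SD, n = 8) in H10 and 9.80 ± 0.10 (SD, n = 8) in C10, a log2 fold change of -0.10 (standard error 0.11, adjusted p = 0.849). *HPGD*, which inactivates prostaglandins, had a log2 fold change of -0.11 (standard error 0.27, adjusted p = 0.961). *ARID4B*, a subunit of a histone deacetylase complex, had a log2 fold change of -0.037 (standard error 0.11, adjusted p = 0.971). *AKAP6*, which anchors protein kinase A at the nuclear envelope of muscle cells, lay above the C10 mean in 6 of 8 H10 embryos (adjusted p = 0.879). Each difference was smaller than the SD of the H10 embryos, and none passed the limma test. *HPGD*, *ARID4B* and *AKAP6* lay below the background level. *AKAP6* changed sign with the controls of the H10 run and *ARID4B* with arrayWeights and without H10 replicate 13 (0.076).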

Pathways involved in reduced organismal death and perinatal death are shown in Fig. 3B,D.

Breast muscle that experienced reduced incubation temperature during ED10–13 showed stimulation of pathways related to proliferation, activity, formation, differentiation, and homeostasis of white blood cells. Regulated pathways included reduced growth of neurites (Fig. 4A). 

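Of 18 measured genes of the apoptosis list in L13 embryos, which include caspases and members of the BCL2 family, 14 lay above 0 and 4 below, with a median of 0.10. The limma test called 0 of them up and 0 down, adjusted over the list alone or over all probe sets, and the camera adjusted p was 0.0764, not past the threshold. Of the genes of Fig. 4C, *PCMT1* had a log2 signal of 10.09 ± 0.11 (SD, n = 8) in L13 and 9.85 ± 0.17 (SD, n = 8) in C13. *MKI67* was at 11.52 ± 0.10 (SD, n = 8) in L13 and 11.67 ± 0.20 (SD, n = 8) in C13, and 1 of its 5 probe sets, that with the highest level, stands for the gene.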

In hind muscle, we identified pathways involved in activation of apoptosis and cell survival (Fig. 4C). In breast muscle, we identified pathways related to white blood cell quality and development of body trunk. We also identified deactivation of organismal death and bone size (Fig. 4B) and, in hind muscle, inhibition of growth of connective tissue (Fig. 4D). 

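No list of connective tissue genes passed camera in hind muscle after L13 treatment. Of 23 fibrillar collagen and matrix genes, 12 lay above and 11 below 0, with a median of 0.014, a mean of 0.019 and a camera direction of down (adjusted p = 0.834). Of 17 cartilage markers, 13 lay below 0, with a median of -0.10 (camera adjusted p = 0.168). Of 8 bone markers, 6 lay below 0, with a median of -0.11 (camera adjusted p = 0.173). The 5 tendon markers had a median of 0.054 (camera adjusted p = 0.907). No member of these lists passed the limma test, adjusted over the list alone or over all probe sets.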

Additional information for all pathways derived from miRNA–mRNA relationships indicated from integrated data analysis is available in Supplementary Figs S2–S5.

## Discussion

Accumulating evidence suggests that modification of embryonic incubation temperature can result in phenotype variations of D35 chickens, such as adaptation to environmental conditions like heat stress. We have previously reported that changing incubation temperature during embryonic myogenesis influences weight gain and meat quality of broilers^13^. High temperature (38.8 °C) between ED 7 to 10 or ED 10 to 13 was found to be associated with higher body weights of D35 broilers compared to broilers from complementary normal (37.8 °C) or lower (36.8 °C) temperature groups^13^. Late increase of body weight at adult stage was shown to be due to increased size of breast muscle rather than hind muscle^3^.In fact, whereas breast muscle showed a 5.7% increased weight after high temperature compared to the control (351 g vs. 331 g) leg muscle showed only 3.9% increase (381 g vs. 367 g). This is in line with the fact that the treatments coincide with secondary fibre development and thus may have stronger impact on the breast muscle dominated by type II fibres originated from secondary fibres than on the hind muscle mainly consisting of type I fibres originated from earlier developing primary fibres. Moreover, lowered incubation temperature had in immediate effect on the *in-ovo* body weight that was reduced at the respective time points ED10 and ED13; higher incubation temperature slightly but non-significantly increased the embryo weight^17^. Also the D35 animals used in this study had higher body weight after transiently incubated at higher temperature between ED7–10 or ED10–13, whereas lower incubation temperature showed no effect on body weight later in life.

Further, we have previously demonstrated that both increasing and decreasing incubation temperature (1 °C from the control, 37.8 °C) immediately affects transcriptome profiles of embryonic muscle and associates with transcriptional changes of muscle of D35 chickens, indicating potential long-term transcriptomic effects of treatment during embryonic incubation temperature to adult stage^4^. This study now establishes posttranscriptional regulation by miRNAs in the above phenomenon.

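In hind muscle at D35, *CMSS1*, a nucleolar protein, rose in L13 chickens to 7.21 ± 0.47 (SD, n = 8) from 6.14 ± 0.25 (SD, n = 8) in the controls, both below the background level, a log2 fold change of 1.07 (standard error 0.17, adjusted p = 0.00468). *CXCR7*, a scavenging receptor of the chemokine CXCL12, had a log2 fold change of 0.91 (standard error 0.17, adjusted p = 0.0328). Camera at the preset correlation ranked genes of fat handling, thyroid hormone action and the response to low oxygen higher. All 9 adipocyte markers lay above 0, with the fatty acid transporter *CD36* at 0.92, lipoprotein lipase *LPL* at 0.56, *CIDEA* at 0.80 and the regulator of fat cell formation *PPARG* at 0.58. Of these, 1 rose when adjusted over the list alone and 0 over all probe sets, and the camera adjusted p was 0.0034 (adjusted p = 0.633 with an estimated correlation). *LPL*, *CIDEA* and *PPARG* lay below the background level. Of 22 thyroid hormone and thermogenesis genes, 6 rose when adjusted over the list alone and 0 over all probe sets. Among the former were *PPARGC1A*, a coactivator of mitochondrial biogenesis, at 1.09, the thyroid hormone receptor *THRA* at 0.35 and the calcium pump *ATP2A2* of slow muscle at 1.86, all 3 below the background level in the controls. Their camera adjusted p was 0.0189 (adjusted p = 0.628 with an estimated correlation), and the call was lost with the controls of the L13 interval (adjusted p = 0.0542) and with dim probe sets left out. Of 18 hypoxia and angiogenesis genes, 15 lay above 0, with the oxygen-regulated factor *EPAS1* at 0.32 and the vascular growth factor *VEGFA* at 0.59. *EPAS1* was the 1 member that rose when adjusted over the list alone, none did over all probe sets, and the camera adjusted p was 0.000665 (adjusted p = 0.686 with an estimated correlation). 
The sarcomere genes moved apart. Adjusted over the list alone, 4 rose, among them slow troponin C *TNNC1* at 2.13 and *LMOD2* at 1.92, both below the background level in the controls, and the fast troponins *TNNT3* at -0.15 and *TNNI2* at -0.20 were the 2 that fell, with none past the test over all probe sets. The list's mean was 0.43, its median -0.0045 and its camera direction down (adjusted p = 0.739). Of 40 cell cycle genes, 33 lay below 0 and none passed the test, adjusted over the list alone or not, with *CDC20* at -0.43 and *TOP2A* at -0.52, both below the background level. Camera ranked them lower at an adjusted p = 5.77e-05 (adjusted p = 0.81 with an estimated correlation). Oxidative phosphorylation genes had a median of 0.13 with 2 of 38 up when adjusted over the list alone and 0 over all probe sets, at a camera adjusted p = 0.000522 (adjusted p = 0.881 with an estimated correlation). 
In limma 3 of all probe sets rose and 0 fell, and 2626 lay at an unadjusted p at or under 0.05. With only the 2 groups in the fit 0 were called. The number was 18 without L13 replicate 6 and 13 without L13 replicate 180.

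**Figure D5:**
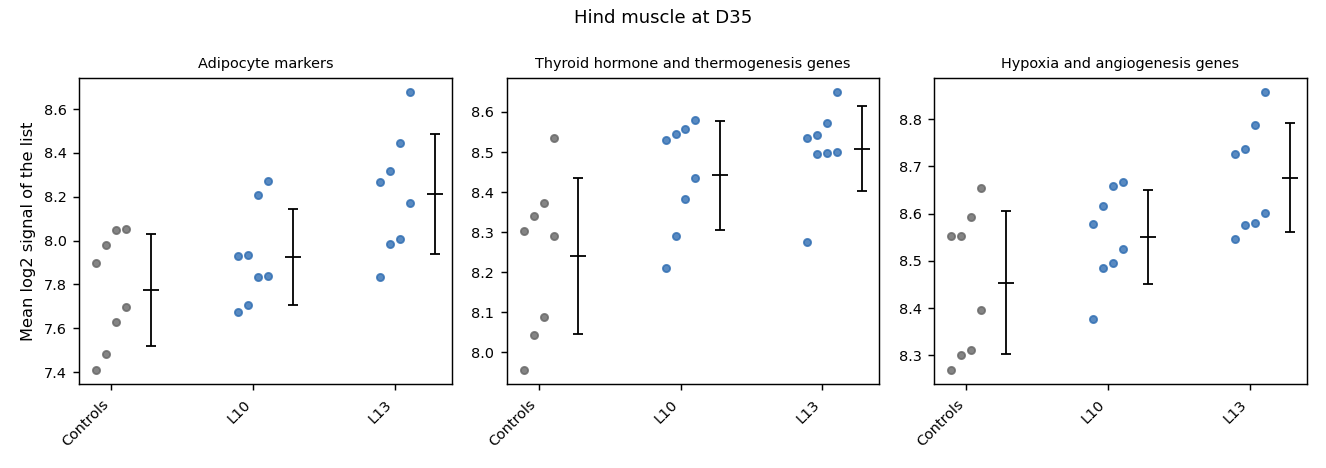
Mean log2 signal of the adipocyte, thyroid hormone and thermogenesis, and hypoxia and angiogenesis lists in the hind muscle of single D35 chickens (points), with the mean ± SD of 8 chickens per group beside them. For each of the 3 lists all 8 L13 chickens lie above the mean of the controls; the adipocyte mean was 8.21 in L13 and 7.78 in the controls.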

Indeed, we found many differentially expressed miRNAs after thermal incubation treatments at the embryonic stage, compared to only a few differential miRNAs in D35 chickens. These results suggest that miRNAs are primarily, immediately affected and contribute to the regulation of gene expression at *in-ovo* stages in acute response to environmental circumstances during embryonic development, when thermoregulatory systems are not yet fully functional. In contrast there are only subtle changes of miRNAs in D35 chickens associated with embryonic thermal treatment. Mechanisms other than miRNA regulatory networks seem to be more important for long-term transcriptional changes in response to *in-ovo* thermal treatment such as epigenetic modifications which might have more persistent effects on mRNA expression.

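In hind muscle of L10 chickens at D35, camera at the preset correlation ranked genes of cell division lower and genes of thyroid hormone action and the response to low oxygen higher than in the controls. Of 40 cell cycle genes, 34 lay below 0, with the DNA topoisomerase *TOP2A* at -0.51, the replicative helicase subunits *MCM6* at -0.35 and *MCM5* at -0.30, and *CDC45* at -0.31. The coactivator *PPARGC1A* stood at 0.69, the receptor *PPARA* of fatty acid oxidation at 0.54 and *THRA* at 0.26, and 18 of 22 members of the thyroid list lay above 0. *VEGFA* stood at 0.48 and *NDRG1*, a gene induced by low oxygen, at 0.36. *LOX*, of the same list, went the other way at -0.26, and was at 0.051 with the controls of the L10 interval. None of these passed the limma test, adjusted over the list alone or over all probe sets. In camera the adjusted p was 6.77e-05 for the cell cycle (adjusted p = 0.81 with an estimated correlation), 8.48e-05 for the thyroid list (adjusted p = 0.121 with an estimated correlation) and 0.00677 for hypoxia and angiogenesis (adjusted p = 0.757 with an estimated correlation). The cell cycle call was lost with the controls of the L10 interval (adjusted p = 0.148), and the other 2 with dim probe sets left out. The controls of the L10 interval stand in the first number series at D35 and the L10 chickens in the second. Of the genes named, *TOP2A*, *MCM6*, *MCM5*, *CDC45*, *PPARGC1A*, *PPARA* and *NDRG1* lay below the background level. Matrix genes ranked lower, with a median of -0.22 over 23 genes, 0 past the test either way and a camera adjusted p = 0.00216 (adjusted p = 0.881 with an estimated correlation), a call lost with the controls of the L10 interval (adjusted p = 0.28). 
In H13 chickens the matrix genes stood higher. The matricellular protein periostin *POSTN* was at 0.71 and the collagens *COL1A2* at 0.52 and *COL1A1* at 0.34, 22 of 23 members lay above 0, and 1 rose when adjusted over the list alone and 0 over all probe sets. Camera ranked the list higher at an adjusted p = 5.15e-13 (adjusted p = 0.351 with an estimated correlation). The second probe set of *COL1A2*, with the lower level, had a log2 fold change of -0.22. In H10 chickens *NDUFA2*, a subunit of respiratory complex I, stood at 0.29, below the background level, and 30 of 38 oxidative phosphorylation genes lay above 0 with 0 past the test either way, at a camera adjusted p = 9.28e-06 (adjusted p = 0.775 with an estimated correlation), a call lost with the controls of the H10 interval (adjusted p = 0.454). 
The limma test called 0 probe sets for L10 (1302 at an unadjusted p at or under 0.05), 0 for H10 (586) and 1 for H13 (810), which had no symbol. With the controls of the treated group's own interval the numbers were 2, 2 and 0, and the H13 call was lost when any 1 of 12 arrays of the comparison was left out.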

For functional analysis, we focused on those thermal treatment conditions ((H10) and (L13) in embryos (L10) and (L13) in D35 chickens) that were previously found to show the most prominent mRNA-transcript changes^4,5^. Pairs of miRNAs and mRNAs were identified by in-silico target prediction complemented by experimental evidence based on the correlation analysis of miRNA and mRNA expression data obtained from identical samples. Considerable numbers of miRNAs and potential mRNA targets that were both regulated in the context of the experimental conditions were detected for H10 (high temperature during ED7–10) and L13 (low temperature during ED10–13) for *in-ovo* stages. Biological functions of the identified differential miRNAs at H10 and L13 in the regulatory contexts with their potential target genes were considered using Ingenuity analysis software and Knowledge Base.

### H10: High temperature during ED7–10

Within each major category of functions, networks linking target mRNAs, miRNAs, and biofunctions display the multi-connectivity of these elements (Figs 3 and 4 for major categories 1 and 2; Supplementary Figure S2–S5 for remaining major categories). While most knowledge about the functional role of miRNAs comes from studies of pathological conditions, in particular cancer, our results provide evidence for miRNAs’ role in ontogenetic proliferation and differentiation processes. In fact, H10 treatment consistently shifts expression of miRNAs related to these cellular developmental processes at *in-ovo* stages. Moreover, H10 treatment promotes pathways related to organismal survival and carbohydrate metabolism. In particular, thermogenesis, which is involved in thermoregulation, is important in breast muscle but not hind muscle. At the level of biofunctions, L13 treatment affects pathways related to cellular and organismal development via processes of proliferation, differentiation, and death. This is similar to H10 conditions; however, largely different miRNAs and target genes are shifted, indicating that alternative pathways are addressed to keep conditions close to homeostasis.

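The genes that changed in hind muscle in H10, such as *GLI3* and the mitochondrial genes *UQCR11* and *COX7A2*, and those that changed in L13, *FEN1* and 1 of the 2 probe sets of *RPL23*, had no probe set in common, where chance gives 0.00522. With so few calls, this absence does not show whether the treatments move different genes. At an unadjusted p at or under 0.05, 192 probe sets were shared, of which 45 were higher in both, 20 lower in both and 127 moved in opposite directions. Chance gives 142 shared and 81.1 opposite (Fisher's exact test across probe sets, p = 1.35e-05). Probe sets are not independent replicates. All H10 embryos belong to the first run and all L13 embryos to the second, which the chance counts leave out of account. With the 4 controls of each treatment's own run, a test chosen after the data were seen, 289 were shared and 265 opposite, where chance gives 159 and 109, and the Pearson correlation was -0.0335 (Spearman -0.129). With all 8 controls the log2 fold changes of H10 and L13 had a Pearson correlation across probe sets of 0.0609 (Spearman 0.0337), within the range of -0.388 to 0.407 over permuted labels. The cell cycle genes had a median of -0.042 in H10 and 0.067 in L13, and the ribosomal protein genes of 0.068 and -0.00039. From the differing targets of H10 and L13, the paper proposes that alternative pathways keep conditions close to homeostasis.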

In breast muscle, two differential miRNAs, miR-138 (Supplementary Tables S3 and S4) and miR-3017a (Supplementary Tables S3), relate to genes that were enriched for major category 2 and predicted for activating thermogenesis at H10. Among those target genes was *CSPG4*, which is known to be involved in vasculogenesis. Interestingly, 12 miRNAs, including miR-133, miR-199, and miR-212, were associated with genes in major category 3 that are related to metabolism and synthesis of carbohydrates: upregulated *ADRB2*, *CX3CL1*, and *PPP1R3B*; and downregulated *CHPF* and *CHST3*. While *PPP1R3B* was found in liver and skeletal muscle tissues, it is also involved in regulating glycogen synthesis by forming a glycogen-targeting subunit for phosphatase PP1^18^.

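In hind muscle the 4 genes that the text links to body size had lower mean levels in H10 than in C10. *CUL4B*, the scaffold of a ubiquitin ligase, was at 9.48 ± 0.34 (SD, n = 8) in H10 and 9.60 ± 0.25 (SD, n = 8) in C10, a log2 fold change of -0.12 (standard error 0.12, adjusted p = 0.83). *ITSN1*, an adaptor of endocytosis, had a log2 fold change of -0.077 (standard error 0.091, adjusted p = 0.874). *KMT2E*, the current symbol of *MLL5* and a chromatin regulator of the cell cycle, had a log2 fold change of -0.14 (standard error 0.089, adjusted p = 0.672). *MYH11*, the myosin heavy chain of smooth muscle, had a log2 fold change of -0.12 (standard error 0.26, adjusted p = 0.947). Of the other genes of Fig. 3D linked to body size, the chromatin remodeller *CHD7* was at 0.0018, the acyltransferase *GPAM* of glycerolipid synthesis at -0.063 and the vesicle GTPase *RAB3C* at -0.13. *KCNJ16* had a mean log2 signal of 4.63 ± 0.73 (SD, n = 8) in H10, below the median of the background control probe sets. *CUL4B*, *MYH11*, *GPAM* and *RAB3C* lay below the background level. None passed the limma test, and *CHD7* changed sign with arrayWeights, with the controls of the H10 run, with another probe set and without C10 replicate 65 (-0.096). Without H10 replicate 13 *KMT2E* was at -0.048, and without C10 replicate 65 it was at -0.20.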

In hind muscle at H10 conditions, differentially expressed miRNAs, including miR-199a-5p, miR-1915, and miR-638, were related to 14 genes in major category 2, which is associated with accumulated body size and reduced perinatal death, including *CUL4B*, *ITSN1*, *MLL5*, and *MYH11*. Interestingly there is evidence that miR-1915 is involved in apoptosis via interaction with the antiapoptotic protein Bcl-2 and that miR-638 relates to vascularization^19,20^. In fact, pathways analysis here indicates corresponding links to perinatal death and cellular development (Fig. 3). 

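In hind muscle of H10 embryos *MTM1*, a phosphatase of phosphoinositides in muscle, was at 8.67 ± 0.29 (SD, n = 8) against 8.62 ± 0.23 (SD, n = 8) in C10, a log2 fold change of 0.051 (standard error 0.12, adjusted p = 0.957). The phospholipase *PLCB1* had a log2 fold change of 0.032 (standard error 0.13, adjusted p = 0.982). *MGLL*, which splits monoacylglycerols, had a log2 fold change of 0.062 (standard error 0.15, adjusted p = 0.958). *NT5E* had no probe set with its symbol. All 3 measured genes lay below the background level and none passed the limma test, and *MTM1* and *PLCB1* changed sign with the controls of the H10 run. *MGLL* was at -0.013 without C10 replicate 65 and *MTM1* at 0.14 without H10 replicate 13. Of 21 glycolysis and glycogen genes, 14 lay above 0 and 0 passed the test, adjusted over the list alone or not (camera adjusted p = 0.525).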

Further, the results show that hydrolysis of carbohydrates mediated by genes such as *MTM1*, *NT5E*, *PLCB1*, and *MGLL*, which are related to nutrition metabolism in major category 3, are targeted by miRNAs shifted at H10 in hind muscle (miR-199a-5p, miR-212, and miR-222).

Interestingly, both tissues of the H10 group showed stimulation of major category 1, organization of cytoskeleton and cytoplasm, which is linked to several miRNA-targeted genes, including *CDKN1B*, *MTUS1*, *PIK3R1*, *PLXNB2*, and *SYK*. 

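In hind muscle *SYK*, a cytoplasmic tyrosine kinase of immune receptors, had a log2 fold change of -0.22 (standard error 0.087, unadjusted p = 0.0158 in limma, adjusted p = 0.389) in H10 and lay below the C10 mean in 7 of 8 embryos. Its adjusted p over the measured genes of the text alone was 0.19. Its level of 5.49 ± 0.22 (SD, n = 8) in H10 lay below the median of the background control probe sets, 5.61. The C10 level of 5.71 lay little above that median and below the background level, so the direction may be limited by signal. The cyclin-dependent kinase inhibitor *CDKN1B* had a log2 fold change of 0.036 (standard error 0.059, adjusted p = 0.919). *PIK3R1*, the regulatory subunit of phosphoinositide 3-kinase, was at 10.33 ± 0.35 (SD, n = 8) in H10 and 10.37 ± 0.24 (SD, n = 8) in C10, a log2 fold change of -0.036 (standard error 0.14, adjusted p = 0.981). The microtubule-associated protein *MTUS1*, also below the background level, had a log2 fold change of -0.076 (standard error 0.17, adjusted p = 0.952) and the semaphorin receptor *PLXNB2* a log2 fold change of -0.083 (standard error 0.10, adjusted p = 0.877). None of the 5 genes passed the limma test, and *CDKN1B* changed sign with the controls of the H10 run. Without H10 replicate 13 *PLXNB2* was at -0.0031, and without C10 replicate 65 it was at -0.15.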

Especially *PIK3R1*, which is represented in multiple functional categories, was predicted to be a potential target of miR-739 in breast muscle and miR-2861, miR-3960, and miR-4592 in hind muscle. In addition, several target genes were associated with improved survival in major category 2 by deactivating organismal death and perinatal death in both breast and hind muscle.

Among the differentially expressed miRNAs miR-133 is prominent as it is known as a muscle-specific miRNA also called “myomiR,” affecting muscle proliferation, myotube formation, and differentiation^21,22^. Chen *et al*. (2006) showed that upregulation of miR-133 was associated with myoblast proliferation but reduced cell differentiation^23^. In chickens, miR-133a was shown as stimulatory factor in late-stage development in response to myogenin^24^. In this study miR-133 was upregulated in breast muscle but not in hind muscle. This is in line with the differential expression of miR-133 found in porcine M. longissimus dorsi and M. psoas major, i.e. white and red muscles with different proportions of white (type II) and red (type I) muscle fibres like breast and hind muscle^20^. Moreover, differential expression of miR-133 in the two muscles may also be due to different degree of proliferation and differentiation processes in the muscles reflecting the subsequent development of white fibres (FTG) in breast muscle and red fibres (STO) in hind muscle.

MiR-212 revealed pleiotropic properties in various tissues so far mostly in relation to pathological states like cancer and inflammation and mostly related to neuronal cells^25^. We previously found miR-212 among co-expressed miRNAs that affect muscle properties related to meat quality in pigs^26^. Here miR-212 showed increased abundance in breast and hind muscle at H10 where it was assigned functional roles in several pathways related to cellular and organismal growth (Fig. 3).

Overall, H10 treatment effects tended to promote high body and muscle weight compared to low temperature treatment, which is in line with previous observations^17^. Accordingly, shifts of miRNA expression mainly affect pathways related to cell survival, organization of cytoskeleton and cytoplasma, angiogenesis and vascularization and also more specific pathways of myogenesis.

### L13: Low temperature during ED10–13

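Of the genes that make and use miRNAs in hind muscle, in H10 the nuclear exporter *XPO5* was at -0.11, the Argonaute protein *AGO3* at -0.17 and the RNA helicase *DDX17* at -0.10, the last 2 below the C10 mean in all 8 embryos. In L13 the small GTPase *RAN*, which drives nuclear export, was at 0.16, *DDX5* at 0.13 and *AGO4* at -0.13. Of 20 genes of miRNA biogenesis, 17 lay below 0 in H10 and 12 above 0 in L13, none passed the limma test over all probe sets, and 0 in H10 and 1 in L13 rose when adjusted over the list alone (camera adjusted p = 0.0571 in H10 and 0.976 in L13). With the 4 C10 embryos of the H10 run the list ranked lower in H10 (camera adjusted p = 0.0352), while with an estimated correlation and all 8 C10 embryos the adjusted p was 0.989. In L13 the list's median was 0.032, its mean -0.00098 and its camera direction up. The cold-inducible RNA-binding protein *RBM3* was at 0.023 in L13 and changed sign with the controls of the L13 run. At an unadjusted p at or under 0.05, 1926 probe sets differed in H10, 31.1% of them higher, and 1532 in L13, 68.2% of them higher.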

Compared to H10 treatment, L13 had less differentially expressed genes. Low temperature treatment during ED10–13 (i.e., formation of secondary fibres during myogenesis) activated several miRNAs that in turn regulate major categories 1 and 2. In breast muscle, major category 1 showed potential activation of 23 biological functions, such as cellular activity of formation and engulfment. Formation of cells was influenced by upregulation of *RNF2* and *TCF3* and downregulation of *RUNX2*. These genes were targeted by miR-130c, miR-263a-star, and miR-312–5p. Moreover, other differentially expressed genes, including *JAM3*, *PATZ1*, *PICK1*, *SOAT1*, and *SRF*, were also associated with these miRNAs.

It is interesting that differential miRNAs from L13 treatment related to the predicted tendency of reduced bone size. Target genes *NOTCH2*, *HIVEP3*, *AMER1*, and *RUNX2* were regulated by downregulation of let-7, miR-93, and miR-130c. L13 treatment is associated with low body weight of embryos compared to the high temperature^17^. Muscle size is a major force inducing adaptation of bone size. It is speculated that reduced bone size could be well correlated and of consequence of low body weight.

Furthermore in breast muscle at L13 eight differentially expressed genes and 16 differential miRNAs, including let-7, miR-92, and miR-93, belonged to major category 3, with biofunctions of uptake of carbohydrate and D-glucose.

Let-7 has been a major topic of discussion for functional roles of miRNAs. miRNAs of the let-7 family play major roles in regulating proliferation during ontogenesis and particularly during myogenesis^22^. Let-7 family members are associated with aging in humans and downregulation of cell cycle control, such as cellular proliferation and differentiation pathways^27^. Moreover, during myogenesis, let-7 can suppress Dicer and HMGA2, which have roles in adipogenesis and mesenchymal differentiation^28^. Interestingly, long non-coding RNA H19, possessing multiple let-7 binding sites, is proposed to prohibit let-7 from binding to other targets^29^. Here let-7 showed different abundance due to L13 treatment in breast muscle and was assigned to various pathways related to cellular, organismal and metabolic processes. Let-7 was not found differentially expressed in hind muscle at L13.

miR-93 can potentially downregulate *AKT3*, which reduces proliferation and facilitates differentiation of myoblasts in skeletal muscle development^30^.

miR-130c is related to thermal regulation in various species, especially in aquatic ectotherms. Previous studies showed that Atlantic cod (*Gadus morhua*) have less miR-130c transcripts during early somite formation at 9.5 °C incubation temperature^6^. Another marine species, Senegalese sole (*Solea senegalensis*) vigorously expresses several miRNAs, including miR-130c, during early development (20-somite stage) at lower incubation temperature (15 °C)^7^.

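In hind muscle of L13 embryos *SRF*, a transcription factor of muscle and immediate early genes, was at 10.93 ± 0.13 (SD, n = 8) against 10.84 ± 0.14 (SD, n = 8) in C13, a log2 fold change of 0.093 (standard error 0.068, adjusted p = 0.848). *ADAMTS20*, a secreted metalloproteinase, had a log2 fold change of -0.13 (standard error 0.16, adjusted p = 0.946) and lay below the C13 mean in 6 of 8 embryos. *OSBP2*, an oxysterol-binding protein, had a log2 fold change of 0.058 (standard error 0.055, adjusted p = 0.907) and lay below the background level. None of the 3 passed the limma test. *PRPS1* and *RCAN2* had no probe set with their symbol.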

For hind muscle, major category 1 relates to initiation of cell death and apoptosis via multiple differentially expressed genes, including downregulated *ADAMTS20* and *OSBP2* and upregulated *PRPS1*, *RCAN2*, and *SRF*. Multiple miRNAs, including miR-132, miR-138, miR-222, miR-271, miR-383, miR-1245b-3p, miR-2137, and miR-3042, are well correlated with this functional category. 

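*RAPGEF1*, an exchange factor of the GTPase RAP1, was at 9.98 ± 0.18 (SD, n = 8) in hind muscle of L13 embryos and 9.85 ± 0.17 (SD, n = 8) in C13, a log2 fold change of 0.13 (standard error 0.075, adjusted p = 0.766). *RUNX2*, a transcription factor of bone formation, was at 8.65 ± 0.99 (SD, n = 8) and 8.73 ± 1.14 (SD, n = 8), and its log2 fold change of -0.084 (adjusted p = 0.991) was small beside the spread between embryos. Its level lay below the background level. Neither gene passed the limma test. *IRS1* had no probe set with its symbol.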

*IRS1*, *RAPGEF1*, *RUNX2*, and *SRF* are targeted by miR-130c, miR-271, and miR-2137. Further, an activated biological function in major category 8 was cell movement of neutrophils, which relates to *CTSG*, *PRKCQ*, *SRF*, and *TSC1*. These genes are targeted by miR-138, miR-222, miR-271, and miR-383.

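*CTSG*, a serine protease of neutrophil granules, had a log2 signal of 8.64 ± 0.21 (SD, n = 8) in hind muscle of L13 embryos and 8.49 ± 0.45 (SD, n = 8) in C13, both below the background level, a log2 fold change of 0.14 (standard error 0.14, adjusted p = 0.921). *TSC1*, an inhibitor of mTOR signalling, had a log2 fold change of -0.068 (standard error 0.081, adjusted p = 0.944) and changed sign with the controls of the L13 run. Neither passed the limma test, and *PRKCQ* had no probe set with its symbol. Of 19 leukocyte markers, 9 lay above 0 in L13 and 0 passed the test, adjusted over the list alone or not. Their median was -0.013, their mean 0.027 and the camera direction up (adjusted p = 0.96).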

We reported that L13 treatment is associated with low body weight of embryos compared to high temperature treatment^17^. Bone and muscle are highly associated during developmental stages^31^, so reducing bone size could also correlate with low body weight *in-ovo*.

### miRNAs shifted at H10 and L13

Due to their functional annotation to several biofunctions and functional networks and significant response to both treatments and/or in both muscles a number of miRNAs, including members of the miR-199 family, miR-222, miR-460, and miR-5109, play important roles in fine tuning gene expression at the background of various mRNA expression profiles given in breast and hind muscle at day 10 and day 13 of *in-ovo* development.

Members of the miR-199 family are involved in multiple roles, including stem cell differentiation and embryo development^32^. As reviewed by Gu and Chan (2012), miR-199 family is differentially expressed in various tissues and pathological states as well as developmental processed, providing an example of the versatile function and regulation of miRNAs^32^. Accordingly, in our study miR-199 family members showed different abundances in breast and hind muscle at H10 and in breast muscle at L13 and were assigned to developmental processes at the cellular and organismal levels but also to metabolic processes as shown in Figs 3 and 4 and supplemental materials.

Due to its impact on cell proliferation and apoptosis in cancer, functions in physiological and pathological processes in the cardiovascular system and responsiveness to environmental exposure miR-222 has been proposed as a biomarker for cancer, cardiovascular diseases and environmental stressors^33–35^. Here we found regulation of miR-222 breast and hind muscle at H10 and L13 conditions, thus in samples where proliferative process are important, i.e. at early *in-ovo* development, and that were exposed to environmental stressor, albeit physical stress not chemical stressor as in studies reviewed by Vrijems *et al*. (2015). Interestingly, miR-222 mediates atrophy in denervated fast muscles in rates, i.e. processes that involve rearrangement of fast and slow muscle fibres as during myogenesis that is addressed in our study^36^.

For miR-5109 and miR-460 that were both differentially expressed in breast muscle at H10 and L13 knowledge of their function is scarce. MiR-460 showed lowered abundance in breast muscle at H10 and L13. Interestingly, miR-460 was detected as a growth related miRNA in tilapia^37^. Our study of functional mi-RNAs with their linked mRNAs revealed that miR-460 is involved in many structural and metabolic cellular processes but not directly linked body growth. MiR-5109 showed increased abundance at H10 but decrease at L13. There is no further information about miR-5109 available. The divergent regulation at H10 and L13 might be due to the direction of temperature change or due to different developmental stages that both are associated with specific mRNA expression profiles.

For miR-199, miR-222, miR-460 we found the same direction of regulation in breast and hind muscle and/or at H10 or L13 conditions. This reflects the complexity of miRNA expression and its role for regulation of mRNA transcript abundance; where due to the numerous potential target genes of each single miRNA changes of their frequency contribute to the maintenance of homeostasis at the background of different mRNA profiles. MiRNAs can be assigned to functional pathways via their link to target genes. Therefore, in order to get an comprehensive knowledge, global studies of expression profiles at various biology-based systems are required^32^. Our study contributes to this collection of knowledge and particularly provides *in-vivo* data from a non-pathological organism at different developmental stages.

### Summary

In the present study, we have demonstrated that modification of embryonic incubation temperature immediately affects miRNA expression profiles of breast and hind muscles of chicken embryos and is associated with altered expression of miRNAs in D35 chickens. An integration analysis of miRNA data and previous matched-sample mRNA data revealed functional miRNAs and enabled assembly of miRNA–mRNA regulatory networks related to biological pathways and potential physiological effects, though the functionality and targeting of each single miRNA and corresponding mRNAs remains to be validate by adequate *in-vitro* studies

Differentially expressed miRNAs and targeted mRNAs showed treatment condition specificity in terms of timing of treatment (ED7–10 or ED10–13), tissue type, and stage of development. 

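*NDFIP2*, an adaptor of NEDD4 ubiquitin ligases, differed in its response to 38.8 °C, given with a higher humidity, between ED7–10 and ED10–13 in hind muscle. The difference was 0.35 on the log2 scale (standard error 0.066, adjusted p = 0.0345 from the interaction test in limma). *NDFIP2* was chosen after its values were seen. A probe set without a symbol, 15430274, differed by -0.41 (adjusted p = 0.00293). All treated embryos of this test belong to the first run and 4 of the 8 controls of each day to the second. Between the runs 42 probe sets were called in C13 and 0 in C10. A run difference that is unlike between the days can therefore enter both values, and the interaction was not tested with the controls of the first run alone. For 36.8 °C the interaction test called 0 probe sets, with 720 at an unadjusted p at or under 0.05. Between H10 and H13, 0 called probe sets were shared and 278 at an unadjusted p at or under 0.05, where chance gives 200. Of these, 89 were higher in both, 96 lower in both and 93 opposite. All embryos of H10 and H13 belong to the first run and 4 of the 8 controls of each to the second, so a run difference adds to what they share. With the controls of the first run alone, a test chosen after the data were seen, 126 were shared, where chance gives 79.8, with 32 higher in both, 71 lower in both and 23 opposite. 
The stage of development changed far more genes than the treatments. Between the controls of ED10 and ED13, 2435 probe sets rose and 3404 fell. Of 32 sarcomere genes 26 rose and 2 fell, among them the myosin heavy chain *MYH1C*, at 4.62 (standard error 0.25, adjusted p = 3.91e-18), and the same numbers held when adjusted over the list alone. Of 40 cell cycle genes 26 fell (29 when adjusted over the list alone), and of 20 miRNA biogenesis genes 8 fell (9 when adjusted over the list alone). Of 17 cartilage markers 9 fell and 2 rose, or 10 and 3 when adjusted over the list alone. Of 9 adipocyte markers 6 rose and 2 fell, the same numbers when adjusted over the list alone, with the lipid droplet protein *PLIN1* at 3.13. *MYH1C* and *PLIN1* were chosen after their values were seen.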

The large repertoire of miRNA–mRNA pairs that are shifted in various experimental groups but that finally fine-tune similar biofunctions reflects a considerable functional biodiversity and resilience.

This study reveals substantial immediate alterations of miRNAs due to experimental environmental conditions, whereas long-term miRNA responses were minor. This indicates a major regulatory role of miRNAs in acute responses to modified environmental conditions. The study adds to the cumulating knowledge of the function of miRNAs and particularly provides data of healthy organisms at different ontogenetic stages.

## Electronic supplementary material

Supplementary tables and figures

How the deposited data were processed for this re-analysis (not part of the article)

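Hind muscle (M. gastrocnemius) mRNA of 48 broiler embryos and 40 chickens at D35 was measured on 88 Affymetrix chicken gene arrays, 1 animal per array. The log2 values had been normalized by the authors before they were deposited, with GCOS 1.1.1 named as the software. The summarization and normalization of the mRNA arrays and the genome build are not named. The distributions of the values are alike within embryos and within D35 and differ between them. A second deposited table of the log2 values differed from the first by 0, and no 2 arrays had identical values.

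Embryos were grouped by treatment (H10, C10, L10, H13, C13, L13) and D35 chickens by treatment with the 2 C10 and 6 C13 chickens as 1 control group. With limma 3.58.1 in R 4.3.3, a linear model with a mean per group was fitted within each stage, the spread was moderated with eBayes, and p-values were adjusted by Benjamini-Hochberg within each comparison with a threshold of 0.05. No filter on level was used. The 3 probe sets without variation in embryos and 6 at D35 stayed in. The 98 control probe sets were left out. Probe sets whose values repeat those of another, 897 in all, stayed in and are counted separately. The median of 23 background control probe sets was 5.61 in embryos and 5.33 at D35, and their 95th percentile served as the background level. Small log2 changes of genes below that level may be limited by signal, though the medians of all arrays lie below it too.

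Probe sets took their symbols from the array annotation, and the GRCg7b gene table was used to look for newer symbols, of which there were none, and for W and Z linkage. For 651 genes with more than 1 probe set, that with the highest mean stood for the gene. Gene lists were tested with camera at a preset correlation of 0.01 and again with an estimated correlation, with p-values adjusted over 96 tests per stage, and list means per array by exact permutation of the arrays. List changes were also counted after adjustment over the list alone. The lists of W-linked genes and of cold-inducible RNA-binding proteins had too few measured genes for camera.

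The genes named were all that the paper names for hind muscle, the 10 probe sets with a symbol that changed most in each direction among those past the threshold with at least 7 of 8 treated arrays on that side of the control mean, and up to 4 members with the smallest adjusted p of each described list. Genes outside this rule are marked as chosen after their values were seen. Alternatives were quantile normalization, centring, leaving out dim probe sets, trend and robust eBayes, no moderation, arrayWeights, a W-linked score, the 2 groups alone, other controls, a run covariate and leaving out single arrays. The run covariate takes the run difference to be the same at both embryonic days and estimates it from the controls alone. Leaving out an array that stands apart in a named gene was chosen after the data were seen. Each comparison was set beside 100 splits of its arrays.

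The analysis was tested on simulated data with the spread of the real arrays. In each simulation 67 probe sets were changed by 0.25, 67 by 0.5 and 66 by 1, with noise drawn independently for each probe set. Of probe sets changed by 0.25 on the log2 scale, 1.49% to 16.4% were called over the 8 comparisons, so genes with such changes can be missed. Of those changed by 0.5, 25.4% to 67.2% were called, and of those changed by 1, 74.2% to 92.4%. The simulations had 73 to 117 calls in all, more than any treatment comparison here, which eases the adjusted threshold. In the real arrays genes also vary together, so these shares may be too high for the real comparisons. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Breast muscle and miRNA were left out as they were not among the values used here.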

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

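The controls of the 2 number runs were set to be compared beforehand. The comparison of H13 with the run B controls, the tests of a run difference for it and for the skin markers, the tests of sex and of skin between the runs, and the values of single arrays were chosen after the result was seen.

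In embryos, C10 replicate 65 lay far below the other C10 embryos in many named genes, with *MYL3* at 10.89, *MYOZ1* at 9.448 and a sarcomere list mean of 9.645 against 10.12 to 10.47 in the others. Its array also had the lowest median of C10, 7.9427, and the lowest mean correlation with its group, 0.9413. It had 113 values at 0, against 36 to 61 in the other C10 arrays. Whether the array as a whole accounts for the low genes was not tested. It was also low in *IGF1* 7.835, *IGFBP3* 8.671, *SYNPO2* 9.497, *ARHGAP5* 9.425, *CHD7* 9.847, *KMT2E* 10.19, *PLXNB2* 10.02, *MGLL* 7.904 and *SRRM1* 10.32. H10 replicate 13 was low in *KMT2E* 9.819, *PLXNB2* 9.861, *PDZD8* 8.443, *PPFIA1* 8.687, *MTM1* 8.037 and *ARID4B* 7.897, and H10 replicate 14 in *ACTA1* 13.03, *ACTC1* 13.36, *MYOZ1* 9.981 and *CRYAB* 10.57. The array of H10 replicate 13 had the lowest median of H10, 7.9779, while its mean correlation with the group, 0.955, lay within those of the others. C13 replicate 39 was low in *TNMD* 8.643 and *MKI67* 11.23 and C10 replicate 19 in *DHRS4* 8.436. The sarcomere list mean of H13 replicate 26 was 11.08 against 11.22 to 11.35.

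At D35, control C13 replicate 68 was high in T-cell genes, with *CD8A* 7.271, *CD3E* 8.259 and *IKZF1* 9.648 and a leukocyte list mean of 8.528 against 6.966 to 7.561. H10 replicate 74 was low in *CD3E* 5.495. Control C13 replicate 77 was high in *COL1A2* 12.44. Control C13 replicate 70 was high in *ATP2A2* 11.07 and low in *TNNI2* 12.69. The nerve list mean of H13 replicate 39 was 5.628 and the thyroid list mean of the chicken labelled L13_161 was 8.276. By their mean correlation with the other arrays of the group, L10 replicate 59 (0.9405) and L13 replicate 75 (0.9377) stood apart among embryos.

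These single animals stood apart by Dixon's ratio, which chance exceeds in about 1 in 20 groups. Of 310 groups of named gene values 31 had such an animal, many of them the same few animals. No explanation was tested for them.

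*NDFIP2* (0.3505) and a probe set without a symbol (-0.4096) differed in their response to 38.8 °C with its higher humidity between the 2 intervals in the interaction test in limma. A run difference that is unlike between the days can enter this test, which was not made with the controls of the first run alone. The paper does not report H13 in hind muscle in detail, where 2 probe sets rose, nor H13 at D35, where 1 rose.

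Between the C13 embryos of the 2 number runs 42 probe sets differed, although all were incubated at 37.8 °C, against 0 in limma between the C10 embryos (1416 at an unadjusted p at or under 0.05). Of 35 splits of the C13 embryos into fours, 1, the real one, gave as many, and the highest other gave 1. H13 differed from the run B controls in 426 probe sets and from those of its own run in 0. Of the C13 embryos, 2 of 4 in the first run and 2 of 4 in the second lay on the high side of the W-linked score, a difference of 0, which argues against sex, unequal between the runs. Skin carried along, unequal between the runs, stays open in part: the skin and feather marker mean was 8.72 in the first run and 9.663 in the second (a difference of -0.943, the largest of the lists), and with it as a covariate 128 of the 426 probe sets and 30 of the 42 between the runs were kept. A difference in stage cannot be told apart from the runs: the correlation with the C13 minus C10 difference was -0.126, and 64.3% of the called probe sets lay on 1 side. A run difference that is not the treatment therefore stays open as an explanation of part of the H13 difference, and 1 of 35 splits is what it predicts.

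The lower skin and feather markers of H13 may come from skin carried along with the muscle of some embryos. The mean correlation between pairs of these markers within groups was 0.907. A difference between the runs stays open too, since the difference from the run A controls was 0.53 of that from all 8. *KRT5* stood at 8.04 ± 1.82 (SD, n = 8) in H13 and 9.44 ± 1.91 (SD, n = 8) in C13. No biological explanation was tested.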

How the results depend on the processing

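The controls of the other run, the skin covariate, the permutation of list means, the arrays that stand apart, the background level of named genes, own-run controls for the overlap, the other fibre genes alone, and leaving out arrays for the named-gene tally and the fibre genes were chosen after the result was seen. No paired analysis was possible because within a stage no compared groups share animal numbers, and the numbers 11 and 13 shared by H10 at ED10 and H10 at D35 belong to different animals. The cause of the changes below was not tested, apart from settings that test fewer probe sets or use fewer arrays.

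The number of probe sets changed in H10, 27, became 57 with quantile normalization, 58 with centring, 80 with dim probe sets left out (fewer tested), 41 with trend and robust eBayes, 52 without moderation, 117 with arrayWeights, 1 with the 2 groups alone (fewer arrays), 1926 at an unadjusted p at or under 0.05, 9 with controls of the same run, 10 with those of the other run and 152 with the run as a covariate. 23 of the 27 were shared with the 152, of which 27 rose and 125 fell. Without single arrays the number ran from 15 (without H10 replicate 4) to 35 (without H10 replicate 11).

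For L10 the number, 0 in limma, was 6 with arrayWeights, 1 with controls of the same run, 891 at an unadjusted p at or under 0.05 and 0 whichever single array was left out.

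For H13 the number, 2, was 26 with quantile normalization, 19 with centring, 1 with dim probe sets left out, 5 with trend and robust eBayes, 5 without moderation, 5 with the W-linked score, 376 with arrayWeights, 2155 at an unadjusted p at or under 0.05, 0 with controls of the same run, 0 with the run as a covariate, 0 with the skin covariate and 426 with controls of the other run. Without single arrays it ran from 0 to 40: 0 without H13 replicate 25, 26 or 29 or C13 replicate 89 or 91, 1 without C13 replicate 87 or 88, 4 without C13 replicate 42, 7 without C13 replicate 41 and 40 without C13 replicate 39.

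For L13 the number, 4, was 20 with quantile normalization, 11 with centring, 28 with dim probe sets left out, 8 without moderation, 15 with arrayWeights, 1 with the W-linked score, 0 with the 2 groups alone, 1532 at an unadjusted p at or under 0.05, 15 with controls of the same run and 17 with those of the other. With the run as a covariate it was 3, with 0 up and 3 down, and 1 of the 4, the fall of *RPL23*, was shared, so all 3 rises were lost. Without single arrays it ran from 0 to 3: 0 without C13 replicate 40, 41 or 91 or L13 replicate 73, 74, 75, 79 or 83, 1 without L13 replicate 72 or 77 and 2 without C13 replicate 42 or 87 or L13 replicate 76.

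At D35, H10 went from 0 in limma to 2 with own-interval controls (586 at an unadjusted p at or under 0.05), and L10 from 0 to 2 with own-interval controls and 1 with the 2 groups alone (1302 at an unadjusted p at or under 0.05). Both stayed at 0 whichever single array was left out. The H13 number, 1, was 0 with quantile normalization, with centring, without moderation, with the 2 groups alone and with own-interval controls, 5 with arrayWeights and 810 at an unadjusted p at or under 0.05. Without single arrays it ran from 0 to 1: 0 without C10 replicate 30 or 90, C13 replicate 29, 70, 81 or 83 or H13 replicate 39, 43, 50, 53, 58 or 60. The L13 number, 3, was 15 with quantile normalization, 12 with centring, 93 with dim probe sets left out, 13 with trend and robust eBayes, 7 without moderation, 7 with arrayWeights, 0 with the 2 groups alone and 2626 at an unadjusted p at or under 0.05. Without single arrays it ran from 1 to 18: 1 without C10 replicate 30, C13 replicate 29, 68, 77 or 81 or L13 replicate 91 or the chickens labelled L13_122, L13_163, L13_178 or L13_179, 13 without L13 replicate 180 and 18 without L13 replicate 6.

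With dim probe sets left out, 2178 probe sets differed between C13 and C10 and 82 between the runs of C13. The interaction test for high temperature called 11 with quantile normalization, 49 with dim probe sets left out and 4 with trend and robust eBayes. The number of genes named by the paper with an unadjusted p at or under 0.05 was 1 with centring, 1 with dim probe sets left out and 4 with controls of the same run. The number of the named H10 genes above 0 ran from 3 to 15 without single arrays: 3 without C10 replicate 65, 5 without H10 replicate 9 or 11, 13 without C10 replicate 70 and 15 without H10 replicate 13.

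The number shared by H10 and L13 was 192 at an unadjusted p at or under 0.05, and 289 with controls of the same run as well. The correlation of H10 with L10 turned to -0.191 and -0.142 with separate controls, and that of L10 with L13 at D35 was 0.196. With dim probe sets left out, the correlation with the C13 minus C10 difference was 0.154 and 0.198 for H10 and -0.638 and -0.506 for L13. The fibre gene difference ran from 1.78 to 2.41 without single arrays, and from 1.2 to 1.73 over the other fibre genes alone.

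Of 24 gene list calls, 0 were kept with an estimated correlation and 0 by the permutation of list means. 14 were kept with controls of the same run or interval, 12 of 17 with dim probe sets left out, 22 each with quantile normalization and with the 2 groups alone, 23 with arrayWeights and all with centring, trend and robust eBayes, no moderation or the W-linked score. None turned direction.

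Of 1523 alternative values of single genes, 1439 kept their direction and side of the threshold, 49 fell short of it and 11 passed it. 24 changed sign, none of them of a gene past the threshold. With controls of the same run or interval these were *MTM1* -0.0028, *PLCB1* -0.043, *CDKN1B* -0.050, *ARHGAP5* -0.12, *CHD7* -0.16 and *AKAP6* -0.023 in H10, *TSC1* 0.026 and *RBM3* -0.022 in L13 and *LOX* 0.051 in L10 at D35. With another probe set they were *AKAP11* 0.011, *DLC1* 0.067, *ARHGAP18* 0.013, *CHD7* -0.028 and *RPL23* 0.19 in H10 and *COL1A2* -0.22 in H13 at D35. With quantile normalization they were *ROCK1* 0.024, *TRAF6* 0.035 and *DLC1* 0.019, with centring *ROCK1* 0.024, *TRAF6* 0.026 and *DLC1* 0.017, and with arrayWeights *ROCK1* 0.028, *CHD7* -0.064 and *ARID4B* 0.030. Of 357 alternative values of the comparisons 229 stayed within the spread or 1.5 times. Of 158 values of named genes, 71 lay below the background level in both groups, which may limit them by signal, among them the called *BATF3*, *DHRS4*, *MEGF9*, *SLITRK1*, *B3GALT6*, *FIGN*, *RET*, *PRR33* and *CMSS1*, with 2 below the median of the background probe sets, and 11 in 1 group.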

Differences from the paper's values

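Alternatives were chosen before the data were examined, apart from the leaving out of single arrays for the named-gene tally, the controls of the other run, the skin covariate, the arrays that stand apart, the permutation of list means and the settings of the fibre genes, which were chosen after the result was seen.

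The number of hind muscle arrays of D35 controls was 2 from C10 and 6 from C13. The paper gives 8 animals per D35 group for its miRNA work and 6 to 8 per group for expression analyses, so C10 alone lies outside. No alternative changes these numbers. The paper gives 6 animals per embryo group for its miRNA work, and each group here has 8.

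Directions in the figures were read by eye from their colours, and that a colour gives the direction of the treated group against the control is assumed, which decides what the counts below mean. For H10, 26 measured genes have a direction in Fig. 3C,D, of which 4 lay in that direction and 22 opposite. The figure shows most as higher in H10, and *ACTA1* as lower, where its log2 fold change was 0.10. *KCNJ16* is counted among the 22 but lay below the median of the background probe sets in both groups, so its value gives no direction. *CELSR1* (-0.18, below the background level in H10) and *KMT2E* (-0.14) lay below 0 where the figure shows them higher. *ROCK1*, *TRAF6* and *DLC1* lay above 0 with quantile normalization and with centring, *ROCK1* and *ARID4B* with arrayWeights, and *AKAP11*, *ARHGAP18* and *DLC1* with another probe set. Without H10 replicate 13, 15 of all 30 lay above 0. None of the genes named by the paper passed the adjusted threshold in limma in any setting tried for single genes.

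For L13, 8 measured genes have a direction, 3 from the text (*ADAMTS20*, *OSBP2* and *SRF*) and the others from the colours of Fig. 4C,D, and 5 lay in it, among them *PCMT1* and *RAPGEF1*. The text gives *OSBP2* as lower and the figure colours show *MKI67* and *RUNX2* as higher, while their log2 fold changes were 0.058, -0.15 and -0.084.

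The paper takes H10 and L13 as the treatments with considerable changes in embryos from the differentially expressed genes of its earlier work, without naming the muscle or a threshold for them, so the counts here, of hind muscle alone, cannot be set against them directly. At an unadjusted p at or under 0.05 the order was H13 (2155), H10 (1926), L13 (1532) and L10 (891). By the adjusted p, H10 (27) and L13 (4) came first, ahead of H13 (2). This order is not kept in every setting: H13 had more than L13 with quantile normalization (26 against 20), centring (19 against 11) and the W-linked score (5 against 1). It had more than H10 and L13 with the 2 groups alone (3 against 1 and 0), with arrayWeights (376 against 117 and 15) and with controls of the other run (426 against 10 and 17). At D35 the order at an unadjusted p at or under 0.05 was L13 (2626), L10 (1302), H13 (810) and H10 (586), where the paper names L10 and L13. By the adjusted p it was L13 (3) and H13 (1), with 0 each for L10 and H10.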

Other observations

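The test of the slow and fast fibre genes was chosen after the result was seen, as were the tests of a number run difference for H13. In hind muscle of L13 chickens at D35, genes of slow fibres stood higher and those of fast fibres lower. Apart from the genes that raised the question, *CSRP3* was at 4.24 and *MYOZ2* at 1.35. *MYL3*, at 3.91, and *TNNI1* were higher too and were also among the sarcomere genes that rose when adjusted over the list alone. The fast-fibre calcium buffer *PVALB* was at -0.94, while *MYH7* (-0.20) and *CASQ2* (-0.25) went the other way. The mean of 8 slow genes minus that of 3 fast genes was higher by 2.1 in L13 with *MYL3* and *TNNI1*. Without them, over 6 slow and 3 fast genes, it was higher by 1.49 (exact permutation p = 0.00855, adjusted p = 0.0342, higher in 7 of 8 chickens), and by 0.785 in L10 (exact permutation p = 0.103). A larger share of slow fibres may explain it, as a hypothesis found and tested on the same data with the value 1.49. Sampling of another part of the muscle was not tested, nor was a difference between the number series at D35.

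Of 29 heat shock proteins and chaperones, 18 lay above 0 in H10, with the small heat shock proteins *CRYAB* at 0.41 and *HSPB1* at 0.27 and the chaperones *HSP90AB1* at -0.16 and *SERPINH1* at 0.14. None passed the test in limma, adjusted over the list alone or not (camera adjusted p = 0.17). Leukocyte markers stood lower in H10 chickens at D35 (median -0.13, 15 of 19 below 0, camera adjusted p = 0.0278, and adjusted p = 0.881 with an estimated correlation), where control replicate 68 was high in T-cell genes. Without that control *CD8A* went from -0.48 to -0.38, *CD3E* from -0.34 to -0.10 and *IKZF1* from -0.23 to -0.031. In the H10 chickens the cell cycle list (median -0.13, camera adjusted p = 6.77e-05) stood lower and the matrix list (0.11, 6.49e-06) and ribosomal list (0.039, 0.0034) higher. Oxidative phosphorylation genes stood higher in H13 chickens (0.12, 2.82e-08) and cartilage markers lower in L13 chickens (-0.10, 0.029), and no list call was kept with an estimated correlation. With the controls of the same interval the calls of the leukocyte, cell cycle and ribosomal lists in H10 and of the cartilage list in L13 chickens were lost. Nerve and Schwann cell markers in H13 chickens had a median of -0.077 (camera adjusted p = 0.13).

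Adipocyte markers stood higher in L13 chickens at D35. Fat cells within or beside the muscle could raise them together, yet the mean correlation between pairs of markers within groups was 0.211, which does not decide it.

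The W-linked probe sets lay at 2 levels among the arrays of each group. Over the spread of the W-linked score between its quartiles the median change of 524 Z-linked probe sets was -0.31 in embryos and -0.31 at D35, and 312 and 262 of them were lower, against 17 and 89 called of 11185 on other chromosomes. This fall is what a mix of female and male animals predicts. The paper states that all animals were sexed and that groups were sex-balanced, and the sexes are not given per animal.

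Spread from sex or from skin was tested as a reason for the few probe sets called. Over the 8 comparisons 39 were called with the W-linked score as a covariate against 37 without. Over the 4 embryo comparisons 43 were called with the skin covariate against 33. Both rises were below that set for the tests. On chromosomes other than Z and W only 0.152% of probe sets in embryos and 0.796% at D35 followed the score. The first test could therefore hardly raise the number and does not decide. With the skin covariate H10 went from 27 to 39, H13 from 2 to 0 and L13 stayed at 4, so skin stays open for part of the spread.

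Warmer incubation was tested for a move towards the older embryo and cooler for one towards the younger. The correlation with the C13 minus C10 difference had the predicted sign both ways round in 3 of 4 treatments: H10 (0.0164 and 0.0994), L10 (-0.0754 and -0.162) and L13 (-0.425 and -0.285), and not in H13 (-0.114 and -0.157). Of 100 splits of the arrays, a covariance as large in size came up in 83 and 27 for H10, 19 and 5 for L10, 4 and 22 for L13 and 67 and 41 for H13. The signs, those of H10 most of all, cannot be told from no effect, and the test leaves the move open. Of 25 measured genes that Fig. 3C,D shows by colour as higher in H10, 23 lay above 0 between C10 and C13, and 10 rose and 1 fell.

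L10 and L13 chickens at D35 shared 486 probe sets at an unadjusted p at or under 0.05, 260 higher and 226 lower in both. They share their controls and the second number series at D35, so a chance count for independent lists does not apply. The correlation of 0.631 lay within the 0.257 to 0.687 (mean 0.495) that residuals dealt at random to the groups gave, which shared controls alone bring, and was 0.196 on average with the controls divided, above 0 in 68 of 70 divisions. H10 and L10 embryos had a correlation of log2 fold changes of 0.276, within the 0.109 to 0.768 (mean 0.496) that shared controls alone gave in the same way, and it turned negative with separate controls.

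Other splits of the arrays tested whether chance can be excluded. Of 100 splits, those with as many called probe sets and with as many at an unadjusted p at or under 0.05 were, the real one included, for H10 4 (real 27, highest other 725) and 14 (1926, 5320), for L10 100 (real 0, highest other 2686) and 35 (891, 7379), for H13 6 (real 2, highest other 548) and 15 (2155, 3839) and for L13 2 (real 4, highest other 1547) and 17 (1532, 5866). At D35 they were for H10 100 (real 0, highest other 0) and 66 (586, 2568), for L10 100 (real 0, highest other 2) and 25 (1302, 2875), for H13 4 (real 1, highest other 8) and 40 (810, 3353) and for L13 1 (real 3, highest other 2) and 2 (2626, 2856). By the called number fewer than 5 of 100 splits gave as many for H10 and L13 embryos and for H13 and L13 chickens, and by the unadjusted number for L13 chickens alone. The splits do not keep to the number runs of the embryos or to the number series of the D35 chickens. The 1 probe set of the H13 chickens was lost when any 1 of 12 arrays was left out. By both numbers few splits gave as many for L13 chickens alone. This is the lowest of 8 comparisons, without a correction for their number, so chance is not excluded for any of them.

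In embryos some splits called several times the real number, which points to a structure of the samples other than the treatment. For C13 against C10, 1 of 100 splits had as many (real 5839, highest other 2044), for the interaction at high temperature 2 (real 2, highest other 3), and at low temperature 100 (real 0, highest other 3). For the runs of C10 it was 35 of 35 (real 0, highest other 2).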
